# Homo- and Hetero-Dimers of CAD Enzymes Regulate Lignification and Abiotic Stress Response in Moso Bamboo

**DOI:** 10.3390/ijms222312917

**Published:** 2021-11-29

**Authors:** Naresh Vasupalli, Dan Hou, Rahul Mohan Singh, Hantian Wei, Long-Hai Zou, Kim Yrjälä, Aimin Wu, Xinchun Lin

**Keywords:** Moso bamboo, lignin, CAD, yeast two-hybrid, BiFC, pull-down

## Abstract

Lignin biosynthesis enzymes form complexes for metabolic channelling during lignification and these enzymes also play an essential role in biotic and abiotic stress response. Cinnamyl alcohol dehydrogenase (CAD) is a vital enzyme that catalyses the reduction of aldehydes to alcohols, which is the final step in the lignin biosynthesis pathway. In the present study, we identified 49 CAD enzymes in five Bambusoideae species and analysed their phylogenetic relationships and conserved domains. Expression analysis of Moso bamboo *PheCAD* genes in several developmental tissues and stages revealed that among the *PheCAD* genes, *PheCAD2* has the highest expression level and is expressed in many tissues and *PheCAD1*, *PheCAD6*, *PheCAD8* and *PheCAD12* were also expressed in most of the tissues studied. Co-expression analysis identified that the *PheCAD2* positively correlates with most lignin biosynthesis enzymes, indicating that *PheCAD2* might be the key enzyme involved in lignin biosynthesis. Further, more than 35% of the co-expressed genes with *PheCADs* were involved in biotic or abiotic stress responses. Abiotic stress transcriptomic data (SA, ABA, drought, and salt) analysis identified that *PheCAD2*, *PheCAD3* and *PheCAD5* genes were highly upregulated, confirming their involvement in abiotic stress response. Through yeast two-hybrid analysis, we found that *PheCAD1*, *PheCAD2* and *PheCAD8* form homo-dimers. Interestingly, BiFC and pull-down experiments identified that these enzymes form both homo- and hetero- dimers. These data suggest that *PheCAD* genes are involved in abiotic stress response and *PheCAD2* might be a key lignin biosynthesis pathway enzyme. Moreover, this is the first report to show that three PheCAD enzymes form complexes and that the formation of PheCAD homo- and hetero- dimers might be tissue specific.

## 1. Introduction

Lignin is the major component of the secondary cell wall and is the most abundant aromatic compound produced by plants. Lignin is more hydrophobic than cellulose, thereby playing a critical role in water transport in the xylem vessels [1,2]. Due to its rigidity, lignin also plays a crucial role in plant defence [3]. Thus, abiotic and biotic stresses trigger the induction of the lignin polymer synthesis [3]. Lignin is derived from the polymerisation of three phenylpropanoid monomers *p*-coumaryl, coniferyl and sinapyl alcohols also called *p*-hydroxyphenyl (H), guaiacyl (G) and syringyl (S) monolignols, respectively [4]. A sequence of eleven phenylpropanoid pathway enzyme families is involved in the biosynthesis of monolignols, starting from the deamination of phenylalanine to monolignol precursors in the cytoplasm (Figure S1) [4]. The composition of monolignols is highly diverse across plant taxa, cell types, developmental stages and cell wall layers [5]. For example, lignin is polymerised from S and G monolignols in angiosperms, whereas in gymnosperms, lignin is composed of purely G lignin [5].

Cinnamyl alcohol dehydrogenase (CAD) is the last enzyme in the lignin biosynthesis pathway, and it reduces sinapaldehyde, coniferaldehyde and *p*-coumaraldehyde to sinapyl, coniferyl and *p*-coumaryl alcohols, respectively [6]. CAD enzymes contain catalytic and structural Zn-binding sites and the NADP(H) binding sites [7]. Due to the economic importance and involvement in various biological roles, CAD enzyme has been well studied in several plant species. Earlier studies showed a significant reduction in the lignin content in the natural pine and maize CAD mutants [8,9]. Further, downregulation of *CAD* genes expression in tobacco, pine and poplar results in the incorporation of sinapaldehyde and coniferaldehyde in place of sinapyl and coniferyl alcohols in the lignin polymer [8,10,11,12]. The incorporation of aldehyde molecules imparts the reddish-brown colour to the stems of both natural and induced CAD mutants in *Zea mays*, *Oryza sativa*, pine and poplar [8,9,13]. Similarly, in Arabidopsis double mutant (*cad-c cad-d*), coniferyl and sinapyl aldehydes were incorporated in place of coniferyl and sinapyl alcohols resulting in a limp floral stem [14]. Moreover, a significant reduction in the stem lignin content was also observed in these natural or induced mutants [8,9,14].

*AtCAD-D* gene acts as a crucial component for resistance to *Pseudomonas syringae* pv. *Tomato* infection [15]. Expression of *CAD1* gene in *Ipomoea batatas* is highly induced by cold, reactive oxygen species and wounding [16]. Overexpression of *I. batatas CAD1* and *Sedum alfredii CAD* gene in Arabidopsis increases oxidative stress tolerance and cadmium stress tolerance, respectively [17,18]. *Ginkgo biloba CAD1* gene expression is increased after SA, UV, ethephon and wounding treatment [19]. Similarly, *CAD1* and *CAD2* genes of *Plagiochasma appendiculatum* are induced by MeJA treatment [20]. Deng et al. (2013) [21] identified the *CsCAD3* gene was highly upregulated after wounding and *Ectropis oblique* attack. Further, *CsCAD1* and *CsCAD2* had elevated expression after MeJA and SA treatment. Likewise, the *Cucumis melo CmCAD2* gene becomes strongly upregulated after salt, drought and wounding treatments [22].

Bamboo is the fastest-growing plant (7.5–100 cm per day) and is used for human food, animal diet, timber, textile, musical instruments, fuel and paper production [23,24,25]. The industry related to bamboo was estimated to be USD 72.1 billion in 2019 (www.globenewswire.com, accessed on 1 November 2021). The fast growth of bamboo forests promotes more than 30% more high-carbon sequestration than the tropical mountain rainforest and fast-growing Chinese fir, *Cunninghamia lanceolata* [26,27]. Moso bamboo (*Phyllostachys edulis*) is the most crucial bamboo in China, covering around 3 million ha, and is the main species for edible shoot, timber and paper production. Moso bamboo is a tetraploid woody plant containing 48 chromosomes (2n = 4X = 48) [28]. Peng et al. (2013) [29] published the first scaffold draft genome for Moso bamboo. Zhao et al. (2018) [30] recently released the chromosome-level reference genome and also provided the transcriptomic data for multiple developmental tissues belonging to different heights of Moso bamboo. Recently, the draft genome sequences of diploid herbaceous bamboo (*Raddia guianensis* and *Olyra latifolia*), tetraploid neotropical woody bamboo (*Guadua angustifolia*) and hexaploid palaeotropical woody bamboo (*Bonia amplexicaulis*) were published [31].

Lignin biosynthesis enzymes interact with each other and forms complexes for metabolic channelling [32]. Recently Yan et al. (2019) [33] identified that *Populus trichocarpa* PtrCAD1 forms homo-dimers through BiFC experiments, but it needs more studies in different plant species to characterise the CAD enzyme complexes. Further, the *CAD* genes response to abiotic or biotic stress data is also lacking in Moso bamboo. Therefore, the availability of whole-genome or draft genome sequences of different bamboo species, different kinds of Moso bamboo tissues and developmental stages transcriptomic data and our laboratory’s unpublished abiotic stress treatment transcriptomic data provided an opportunity to study the *CAD* gene family in Bambusoideae. In this study, we identified *CAD* genes belonging to five bamboo species and their phylogenetic relationship and conserved domains. Further, we analysed the *PheCAD* genes expression in different Moso bamboo tissues and identified the most expressed *PheCAD* genes, *PheCAD1*, *PheCAD2* and *PheCAD8*, forms both homo- and hetero- dimers in planta. Then we analysed the response of the *PheCAD* genes to abiotic stress and the co-expression network and identified the lignin biosynthesis genes co-expressed with *PheCAD* genes.

## 2. Results

### 2.1. Identification of Bambusoideae CAD Enzymes

Our yeast two-hybrid (Y2H) one-to-one interaction experiments to identify the enzyme–enzyme interactions of lignin biosynthesis enzymes identified the *PheCAD2* enzyme forms homo-dimers in Moso bamboo. To characterise the Moso bamboo CAD enzymes, we identified them from a *P. edulis* genome database using the rice CAD protein sequences (downloaded from the Oryzabase) as a reference. The enzymes containing the catalytic Zn-binding site “GHE(X)2G(X)5V”, structural Zn-binding site “GD(X)10C(X)2C(X)7C” and the NADP(H) binding site “G(X)3G(X)2GLGG(X)GH(X)2VK(X)2K(X)2G-(X)VTV(X)S(X)S(X)2K” were considered as CAD enzymes [6]. A total of 14 PheCAD enzymes were identified in the Moso bamboo genome database (Table S1). Further, to study the phylogenesis and domains, we also isolated the CAD enzymes from available bamboo draft genome sequences *R. guianensis* (2n), *O. latifolia* (2n), *G. angustifolia* (4n), and *B. amplexicaulis* (6n) [31]. A total of 11 RguCAD, seven OlaCAD, eight GanCAD and 16 BamCAD enzymes were identified, respectively (Table S1). Most of the identified CAD enzymes contain intact catalytic and structural Zn-binding sites and the NADP(H) binding sites with minor mutations. Unlike other Bambusoideae species, six of the 11 RguCAD enzymes (RguCAD6-11) have mutations in the NADP(H) binding site (File S1). Further, in angiosperms, polyploidy is considered a vital mechanism for speciation and family expansion [34]. However, the number of CAD enzymes in Bambusoideae is poorly correlated with the polyploidisation, which may be due to the lower sequence and assembly quality of the draft genomes [31].

### 2.2. Evolution of Bambusoideae CAD Enzymes

To understand the evolution of CAD enzymes, a phylogenetic tree containing 87 CAD enzymes (AtCADs, BamCADs, GanCADs, OlaCADs, OsCADs, PheCADs, PtrCADs and RguCADs) was constructed (Figure 1). The aligned amino acid sequences of CAD enzymes were used to build the phylogenetic tree using both a maximum likelihood and neighbor-joining method with 1000 bootstrap replicates [35]. The phylogenetic tree is divided into Clade I, Clade II, Clade III and Clade IV. Clade I contains more CAD enzymes than other Clades. The evolutionary topologies of the subclades are divided between monocot and dicot CAD enzymes. The OsCAD and diploid herbaceous bamboo OlaCAD, RguCAD enzymes are separated in the subclades compared to tetraploid and other woody bamboo CAD enzymes. Interestingly, the RguCAD6-11 enzymes which have mutations in the NADP(H) binding site are entirely separated in the phylogenetic tree (Figure 1 and Figure S2). These results support that CAD enzymes were present before the divergence of dicot and monocot plants, and also, they evolved separately in the Bambusoideae after polyploidisation.

### 2.3. Identification of Conserved Domains of the CAD Enzymes

To better understand the protein structures of CAD enzymes, we analysed the conserved motifs through MEME software. A total of ten conserved motifs were identified in the CAD enzymes in both monocot and dicot plants analysed in this study. Except for some, all ten motifs were present in the same order for most CAD enzymes (Figure 1). Interestingly, the starting three motifs 8, 7 and 4 are absent in the OsCAD8C2, GanCAD4 and PtrCAD7. The first motif, 8, is missing in 14 CAD enzymes and the starting two motifs 8 and 7 in six CAD enzymes. Further, the last two motifs 10 and 2, are absent in the BamCAD5 and PheCAD5 and duplicated in the *PheCAD10* and BamCAD1, whereas motif 6 and 5 are lacking in the BamCAD9 and OsCAD4. Moreover, motifs 4, 5, 9, 3, 1 and 6 are duplicated in the BamCAD3 enzyme (Figure 1 and Figure S2).

### 2.4. Cis-Acting Elements Responsive to Abiotic Stress

*Cis*-acting elements trigger the genes involved in abiotic stress. Therefore, studying *cis*-acting elements in the promotor regions of *CAD* genes will help to understand their role in abiotic stress response. Hence, we analysed the 2kb upstream region to the *PheCAD*, *BamCAD*, *GanCAD*, *OlaCAD* and *RguCAD* genes. Due to the lack of proper genome assembly, we were unable to retrieve all the upstream 2kb regions of *GanCAD* and *RguCAD* genes. Further, among the *cis*-acting elements analysed we focused on ABA, SA and GA-responsive and other important *cis*-elements such as ABRE, CGTCA-motif, GARE-motif, LTR, MBS, MRE, MYB, P-box, TCA-element, TCT-motif and TGACG-motif (Figure 2 and Table S2).

### 2.5. Expression of Moso Bamboo CAD Genes during Plant Development

We analysed the transcriptomic data of twenty-six bamboo tissues published by Zhao et al., (2018) [30] and used the FPKM (Fragments Per Kilobase of transcript per Million mapped reads) values of 14 *PheCAD* genes (Table S3). A heatmap was constructed using the FPKM values to identify the most-expressed genes (Figure 3). The five Moso bamboo *CAD* genes *PheCAD1*, *PheCAD2*, *PheCAD6*, *PheCAD8*, and *PheCAD12* are expressed in most of the analysed tissues. In these, the *PheCAD2* (PH02Gene39617) gene is highly expressed but not in the leaf and 6.7 m height shoot. At the same time, *PheCAD8* (PH02Gene13789) is also expressed in most tissues, including leaf and shoot 6.7 m. Further, *PheCAD1* (PH02Gene46268) is also expressed in different kinds of tissues, including leaves.

### 2.6. Co-Expression Analysis of PheCAD Genes in Moso Bamboo

We analysed the gene co-expression network for lignin biosynthesis genes to identify the lignin biosynthesis genes co-expressed with *PheCAD* genes. A total of 160 lignin biosynthesis genes’ FPKM values in 26 different tissues were used for co-expression analysis (Table S3). The Pearson correlation coefficient (PCC) was calculated between two genes as the correlation coefficient to measure the co-expression relationship. The highest PCC values > 0.7 and lowest PCC values < −0.5 were considered thresholds for positive and negative correlation, respectively (Table S4). Interestingly, the *PheCAD2* gene has positive correlation with most of the lignin biosynthesis genes *PhePAL* (PH02Gene08453, PH02Gene23138, PH02Gene30508 and PH02Gene42984), *PheC4H* (PH02Gene03697), *Phe4CL* (PH02Gene34989), *PheHCT* (PH02Gene06655, PH02Gene25625), *PheCCoAOMT* (PH02Gene02562), *PheCCR* (PH02Gene06795, PH02Gene11141, PH02Gene14706, PH02Gene25511, PH02Gene28903, PH02Gene42850, PH02Gene47460, PH02Gene48085 and PH02Gene48963) and *PheCOMT* (PH02Gene05362, PH02Gene17241) (Figure 4A). These co-expression results indicate that except for the *PheC3H*, *PheCSE* and *PheF5H* genes, all other lignin biosynthesis genes involved in producing H, S and G lignin units were co-expressed with *PheCAD2*.

Similarly, *PheCAD2* also has a negative correlation with *Phe4CL* (PH02Gene24626) (Figure 4B), whereas *PheCAD1* has a positive correlation with *PheCCR* (PH02Gene51351, PH02Gene48149) and negative correlation with *Phe4CL* (PH02Gene09462) and *PheCCR* (PH02Gene04803, PH02Gene28140, PH02Gene41539). Further, *PheCAD8* has a positive correlation with *PheCAD7* (PH02Gene32740) and a negative correlation with *Phe4CL* (PH02Gene00825). At the same time, *PheCAD7* has a positive correlation with *Phe4CL* (PH02Gene09462), *PheCSE* (PH02Gene39642, PH02Gene49207), *PheCCR* (PH02Gene04803, PH02Gene28140). Whereas negative correlation with *PheCAD1*, *Phe4CL* (PH02Gene00825) and *PhePAL* (PH02Gene30509). Further, we also analysed the co-expression analysis of *PheCAD* genes to identify the transcription factors or regulators and other proteins involved in abiotic or biotic stress. Interestingly, more than 35% of the annotated co-expressed genes with *PheCAD* genes were involved in biotic or abiotic stress response (Table S5).

### 2.7. PheCAD Genes Response to Abiotic Stress Treatment

Plant cells respond to abiotic stress by increasing the cell wall thickness, i.e., accumulation of hemicellulose and lignin polymer [36]. Our co-expression analysis studies also indicate that *PheCAD* genes are involved in biotic or abiotic stress responses. To identify the *PheCAD genes* involved in response to the abiotic stress, we analysed the transcriptomic data of Moso bamboo seedlings treated with SA, ABA, drought and salt (unpublished data). 

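Libraries were made from young leaves of 30-day-old seedlings treated with 200 mM NaCl, 25% PEG, 1 mM SA or 1 µM ABA, from poly-A selected RNA primed with random hexamers. The deposited labels name 34 libraries in 11 groups: 4 libraries at 0 h, and 3 libraries each of CK, PEG, NaCl, SA and ABA at 3 h and at 24 h. CK is read here as the untreated control of its time point, which the labels do not spell out. The authors deposited raw counts of 59091 genes without normalization, and FPKM values. The aligner, the counter and the genome build behind them are not given in the sources used here. Each library held between 28153302 and 51695158 counts, with a median of 33238237. Within the groups, the counts per library ranged from 31761203 to 34100254 (median 32686072) at 0 h. They were 32579837 to 50659602 (median 33622387) in CK 3 h, 29837416 to 31549365 (median 30807019) in PEG 3 h, 30615854 to 38993952 (median 33194587) in NaCl 3 h, 31198143 to 41295841 (median 35569003) in SA 3 h and 28153302 to 30953554 (median 29862020) in ABA 3 h. The libraries of the later time point held 33281887 to 34506333 (median 34087691) in CK 24 h, 32725305 to 36984133 (median 35218996) in PEG 24 h, 32549963 to 51695158 (median 38270526) in NaCl 24 h, 31085319 to 37390005 (median 32649903) in SA 24 h and 33184755 to 33542042 (median 33412908) in ABA 24 h. A count of 0 allows up to 3 counts, which is 0.0542 to 0.115 CPM (the gene's counts scaled to library size by TMM) depending on the library; this limit covers counting error only. One of the libraries labelled 0 h, replicate 1, lay apart from the others. Over the 16877 genes with a mean log2(CPM + 1) above 3, its Spearman's rho was 0.713 to 0.715 with the other libraries labelled 0 h and 0.964 to 0.973 with the libraries labelled ABA 24 h. These correlations are across genes, which are not independent replicates. All 34 libraries were kept in the groups that their labels give, in one fit of edgeR's quasi-likelihood test on the counts with TMM normalization, and each treatment was compared with 0 h. Gene filtering by expression left 39392 genes. Each standard error given with an edgeR value is the size of the log2 fold change over the square root of the test's F statistic. A gene was called changed at an adjusted p (Benjamini-Hochberg) under 0.05 and a change of at least 2-fold, referred to as the threshold. The same treatments were also compared with the CK of the same time point. A further comparison, chosen after the values had been seen, took the 3 libraries labelled ABA 24 h as the control and the libraries labelled 0 h, replicate 1 left out, in the place of ABA 24 h.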

In this study, the genes with a two-fold change in expression compared to the control after abiotic stress treatment were considered differentially expressed. 

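With the libraries labelled 0 h as the control (n = 4, n = 3 in each treatment), 11766 genes (5490 higher, 6276 lower) passed the threshold in PEG 3 h and 2031 genes (793 higher, 1238 lower) in PEG 24 h. NaCl changed 11474 genes (5235 higher, 6239 lower) at 3 h and 8828 genes (4479 higher, 4349 lower) at 24 h. In SA the numbers were 13716 genes (6577 higher, 7139 lower) at 3 h and 8988 genes (3922 higher, 5066 lower) at 24 h, and in ABA 10225 genes (4494 higher, 5731 lower) at 3 h and 8334 genes (2887 higher, 5447 lower) at 24 h. With only the 2 groups compared in the fit, 393 genes passed in PEG 24 h and 27 in ABA 24 h. Leaving out each library in turn gave 1411 to 3400 genes in PEG 24 h and 6487 to 12194 in ABA 24 h. The highest numbers, 3400 (1454 higher, 1946 lower) and 12194 (5398 higher, 6796 lower), came without 0 h replicate 1. The higher genes in ABA 24 h fell to 1863, 1895 and 1842 without 0 h replicate 2, 3 and 4, and the lower genes in PEG 24 h to 792, 728 and 772 without PEG 24 h replicate 1, 2 and 3. Against the CK of the same time point, 10579, 8614, 11922 and 9046 genes passed at 3 h in PEG, NaCl, SA and ABA, and 6655, 12701, 8786 and 8111 at 24 h. Set against the libraries labelled ABA 24 h, the numbers lay between 9492 and 15915 genes. Of the 112 tests of the 14 PheCAD genes in the 8 treatments against 0 h, 32 passed when adjusted over all genes tested and 33 when adjusted over the list alone.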

Among *PheCAD1*, *PheCAD2* and *PheCAD8* genes, the *PheCAD2* gene was significantly upregulated after all abiotic stress treatments, especially after 24 h of NaCl and ABA treatment (Figure 5).

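PheCAD2 (PH02Gene39617) had a mean FPKM of 52.1 ± 32.0 (SD, n = 4) in the libraries labelled 0 h, where replicate 1 stood at 4.05 and the others between 66.7 and 69.1. Its mean was 72.2 ± 3.95 (SD, n = 3) in NaCl 24 h, 3.28 ± 0.388 (SD, n = 3) in the libraries labelled ABA 24 h and 28.6 ± 2.40 (SD, n = 3) in CK 24 h. On the counts, the log2 fold change against 0 h was 0.57 (standard error 0.37, adjusted p = 0.221, edgeR) in NaCl 24 h and -3.69 (standard error 0.45, adjusted p = 1.13e-06, edgeR) in ABA 24 h. With each library left out in turn these values stayed between 0.19 and 0.73 and between -4.07 and -3.53. Of the 8 treatments none passed the threshold as higher in edgeR, also none at an unadjusted p under 0.05 or in DESeq2. As lower 3 passed, at -1.26 in NaCl 3 h, -1.69 in SA 3 h and the value given for ABA 24 h. With only the 2 groups compared in the fit, none of those 3 passed. PEG 3 h and ABA 3 h passed as lower only without 0 h replicate 1, at -1.29 and -1.00. Against the CK of the same time point, NaCl 24 h passed as higher, at 1.44 (standard error 0.41), and ABA 24 h as lower, at -2.82 (standard error 0.45). The choice of control moved these values most: with the libraries labelled ABA 24 h as the control, all 8 treatments passed as higher, from 2.00 (standard error 0.13) in SA 3 h to 4.26 (standard error 0.13) in NaCl 24 h. On that control CK 3 h and CK 24 h passed as well, at 2.17 and 2.83.
PheCAD1 (PH02Gene46268) had a mean FPKM of 21.7 ± 7.55 (SD, n = 4) at 0 h, and its log2 fold change against 0 h lay between -0.96 in ABA 3 h and 0.10 in PEG 24 h, with no treatment past the threshold in edgeR. ABA 3 h passed as lower without 0 h replicate 1 (-1.15) or without ABA 3 h replicate 1 (-1.07). At an unadjusted p under 0.05, 5 treatments were lower than 0 h; DESeq2 gave the same numbers, 0 past the threshold and 5 at an unadjusted p. Nor did a treatment pass against CK, where 1 was higher and 3 lower at an unadjusted p under 0.05, or against the libraries labelled ABA 24 h, where 5 were higher and 1 lower. PheCAD8 (PH02Gene13789) had 18.1 ± 4.59 (SD, n = 4) FPKM at 0 h. It passed the threshold as higher in ABA 3 h, at 1.28 (standard error 0.15, adjusted p = 9.27e-08, edgeR); without 0 h replicate 1 PEG 3 h (1.04) and ABA 24 h (1.16) passed as well. NaCl 24 h passed as lower without 0 h replicate 3 (-1.04). Against CK it was lower past the threshold in NaCl 3 h (-1.50) and NaCl 24 h (-1.70), and in SA 3 h without CK 3 h replicate 2 (-1.05), without SA 3 h replicate 2 (-1.06) or with no filter (-1.02). Relative to the libraries labelled ABA 24 h it was lower past the threshold in NaCl 24 h (-1.77) and in the libraries labelled 0 h (-1.16).

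**Figure D1:**
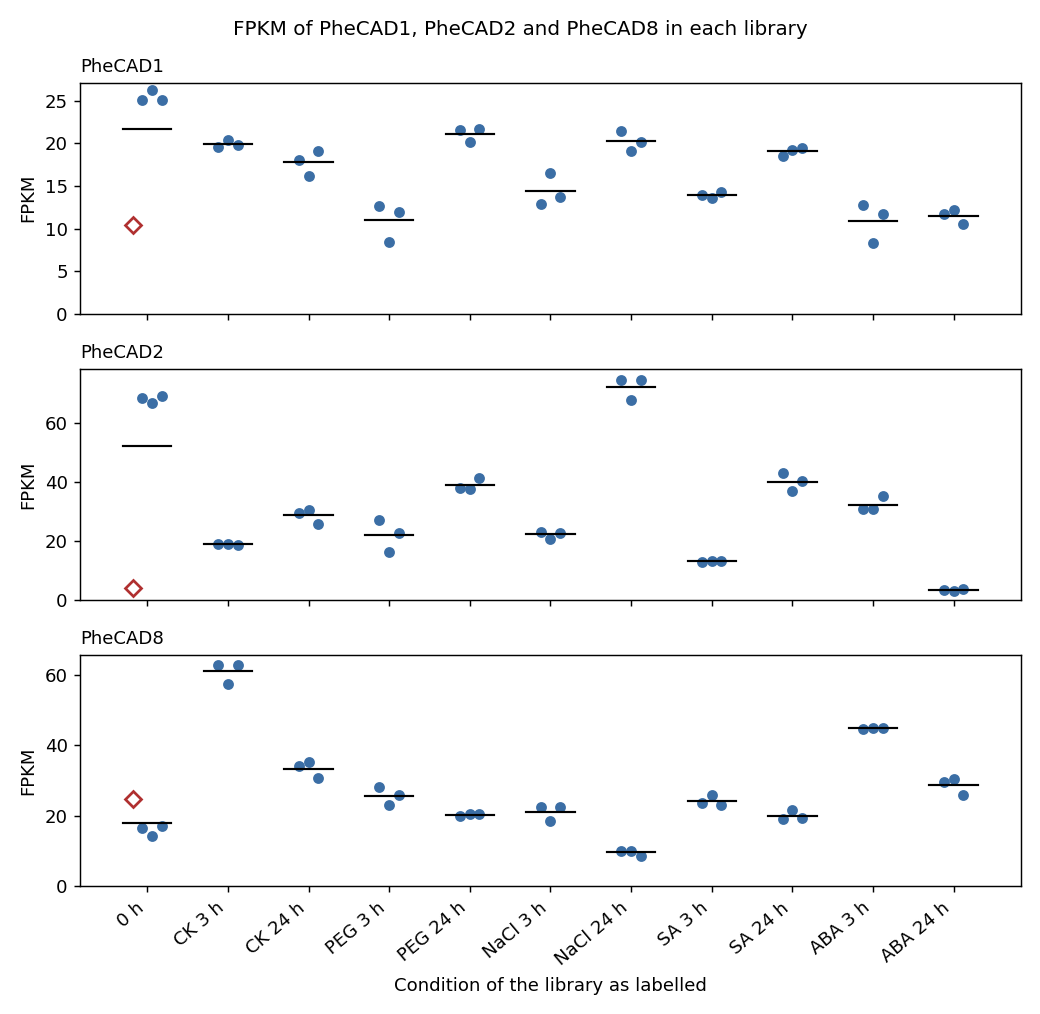
FPKM of PheCAD1, PheCAD2 and PheCAD8 on a linear axis in each of the 34 libraries (points), by labelled condition. Lines are group means and the open red diamond is 0 h replicate 1, which stood at 4.05 FPKM of PheCAD2.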

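PheCAD3 (PH02Gene38470) had a mean FPKM of 158 ± 105 (SD, n = 4) in the libraries labelled 0 h, at 1.4995 in replicate 1 and between 199.6 and 225 in the others. It was 31.6 ± 0.324 (SD, n = 3) in CK 3 h, 12.8 ± 2.59 (SD, n = 3) in CK 24 h and 2.17 ± 0.865 (SD, n = 3) in the libraries labelled ABA 24 h. PheCAD5 (PH02Gene38471) had 4.15 ± 3.07 (SD, n = 4) FPKM at 0 h, with 0 counts in replicate 1 and 125 to 244 counts in the others. The 3 libraries labelled ABA 24 h held 0 counts of PheCAD5, which allows up to 0.100 to 0.103 CPM. The identifiers of these 2 genes follow each other, and how reads that match both were counted is not given in the sources used here, so their values are uncertain to that extent. Against 0 h, SA at 3 h raised PheCAD3 by a log2 fold change of 3.07 (standard error 0.57, adjusted p = 4.11e-05, edgeR), and NaCl 3 h by 1.55 (standard error 0.55, adjusted p = 0.0200, edgeR). Leaving out NaCl 3 h replicate 1 gave NaCl 3 h a value of 1.44 that did not pass. Neither call held with only the 2 groups compared in the fit. ABA 3 h gave -0.027 (standard error 0.55, adjusted p = 0.982, edgeR), a value near 0. Its sign changed with DESeq2, with the replicate number as a block, with the CK of the same time point or the libraries labelled ABA 24 h as the control, without 0 h replicate 2, 3 or 4 and without ABA 3 h replicate 2 or 3. The CK libraries were below 0 h, at log2 fold changes of -2.38 at 3 h and -3.62 at 24 h. Against CK at 3 h PheCAD3 was higher past the threshold in all 4 treatments, from 2.35 (standard error 0.62) in ABA to 5.45 (standard error 0.71) in SA. On the control of libraries labelled ABA 24 h, all 8 treatments passed as higher for both genes, and PheCAD3 was 495 ± 198 times that control in SA 3 h by the ratio of mean FPKM (± SD).

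**Figure D2:**
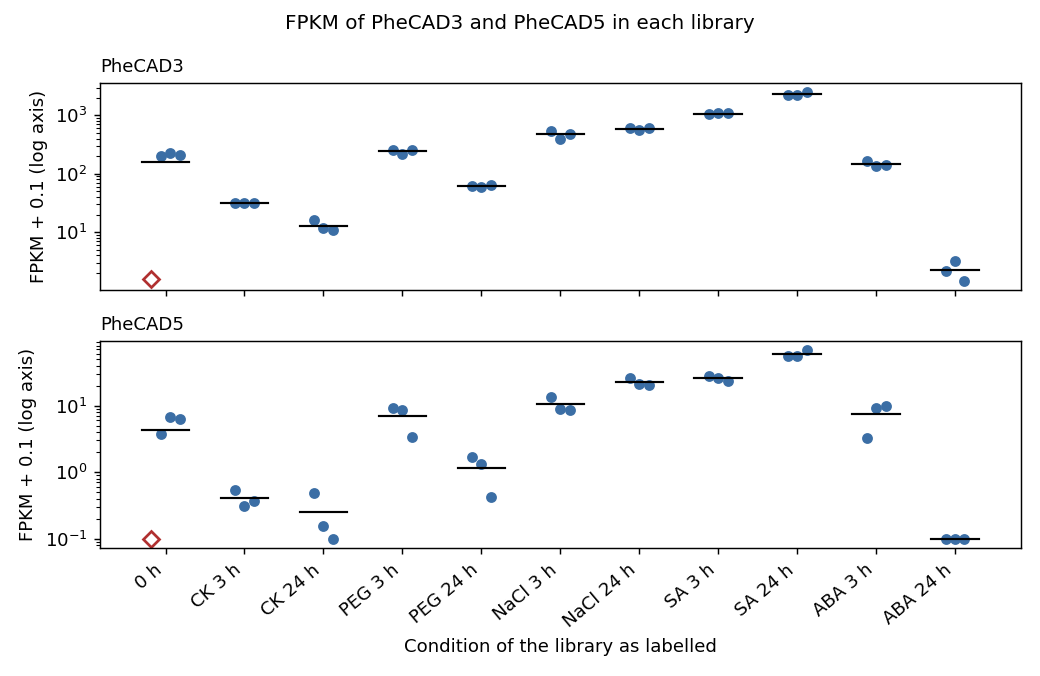
FPKM + 0.1 of PheCAD3 and PheCAD5 on a log axis in each of the 34 libraries (points), by labelled condition. Lines are means of the plotted values and the open red diamond is 0 h replicate 1, which held 1.4995 FPKM of PheCAD3.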

Of other Moso bamboo *CAD* genes, *PheCAD3* and *PheCAD5* were highly upregulated after all abiotic stress treatments. After 24 h of NaCl, SA and ABA treatment, the relative expression of *PheCAD3* was upregulated to 274, 1069 and 97 times to the control, respectively. 

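At 24 h the mean FPKM of PheCAD3 was 595 ± 29.4 (SD, n = 3) in NaCl and 2321 ± 149 (SD, n = 3) in SA. The ratio of mean FPKM to 0 h (± SD) was 3.75 ± 2.50 in NaCl 24 h, 14.6 ± 9.76 in SA 24 h and 0.0137 ± 0.0106 in ABA 24 h. The log2 fold changes on the counts were 2.01 (standard error 0.55, adjusted p = 0.00415, edgeR), 3.82 (standard error 0.58, adjusted p = 4.74e-06, edgeR) and -5.88 (standard error 0.75, adjusted p = 1.83e-06, edgeR), in that order. With each library left out in turn they stayed between 1.60 and 2.23, between 3.41 and 4.04 and between -6.29 and -5.65, past the threshold each time. None of these 3 calls held with only the 2 groups compared in the fit. Against CK 24 h the ratios were 46.4 ± 9.66, 181 ± 38.4 and 0.169 ± 0.0757. The fall in ABA 24 h against CK, at -2.26 (standard error 0.70), did not pass the threshold without ABA 24 h replicate 3 (-2.01). Taking the libraries labelled ABA 24 h as the control, the ratio was 274 ± 110.1 in NaCl 24 h, 1069 ± 432 in SA 24 h and 97.1 ± 39.2 in the libraries labelled 0 h other than replicate 1.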

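In PEG the mean FPKM of PheCAD3 was 242 ± 24.5 (SD, n = 3) at 3 h and 62.1 ± 1.68 (SD, n = 3) at 24 h, which is 1.53 ± 1.02 and 0.392 ± 0.260 times the mean at 0 h (± SD). Neither log2 fold change passed the threshold, at 0.95 (standard error 0.55, adjusted p = 0.151, edgeR) and -1.17 (standard error 0.57, adjusted p = 0.204, edgeR). Without 0 h replicate 1 the fall at 24 h passed, at -1.58. Relative to CK, both time points were higher past the threshold, at 3.33 (standard error 0.65) and 2.45 (standard error 0.63). The difference between those effects, 24 h minus 3 h, was -0.88 (standard error 0.85, adjusted p = 0.471, edgeR). On the control of libraries labelled ABA 24 h the ratios were 111 ± 45.8 at 3 h and 28.6 ± 11.4 at 24 h.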

After 3 h of PEG treatment, *PheCAD3* expression was upregulated to about 111 times that of the control and decreased 29 times after 24 h PEG treatment. Further, the *PheCAD5* gene expression was found to be nil in control, but after NaCl and SA treatment, the relative expression was upregulated to about 100 and 250 after 3 h and 226 and 597 times after 24 h, respectively. 

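PheCAD5 had a mean FPKM of 10.3 ± 2.75 (SD, n = 3) in NaCl 3 h, 25.9 ± 2.27 (SD, n = 3) in SA 3 h, 22.6 ± 3.11 (SD, n = 3) in NaCl 24 h and 59.7 ± 7.16 (SD, n = 3) in SA 24 h. These are 2.48 ± 1.95, 6.24 ± 4.65, 5.44 ± 4.10 and 14.4 ± 10.8 times the mean of the libraries labelled 0 h (± SD). The log2 fold changes were 1.25 (standard error 0.48, adjusted p = 0.0300, edgeR) and 2.91 (standard error 0.46, adjusted p = 5.55e-06, edgeR) at 3 h, and 2.51 (standard error 0.46, adjusted p = 7.62e-05, edgeR) and 3.75 (standard error 0.47, adjusted p = 2.07e-07, edgeR) at 24 h. NaCl 3 h no longer passed the threshold without NaCl 3 h replicate 1 (0.99), 0 h replicate 1 (0.88) or 0 h replicate 2 (1.19), nor with DESeq2. With only the 2 groups compared in the fit, SA 24 h alone of these 4 passed. CK held 10 to 16 counts per library at 3 h and 0 to 15 at 24 h, and against it all 4 passed as higher. The ratios to CK were 34.0 ± 15.7 and 85.4 ± 33.1 at 3 h, and 153 ± 217 and 403 ± 572 at 24 h. The 24 h values rest on few counts of CK: the log2 fold changes against it, 7.17 and 8.41, ranged between 6.63 and 9.09 in NaCl and between 7.87 and 10.34 in SA with each library left out, the highest without CK 24 h replicate 1. Chosen after seeing the data, leaving out libraries of CK gave ratios of 801 and 2115 without CK 24 h replicate 1, 116 and 308 without CK 24 h replicate 2, and 102 and 269 without CK 24 h replicate 3. With the libraries labelled ABA 24 h as the control, set to 3 counts per library because they held none, PheCAD5 was at least 101-fold higher in NaCl 3 h, at least 308-fold in SA 3 h, at least 242-fold in NaCl 24 h and at least 572-fold in SA 24 h, by TMM-normalized CPM.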

Whereas after PEG and ABA treatment, the relative expression was upregulated to 70 and 74 times that of control after 3 h but decreased to 10 and 55 times after 24 h, respectively. 

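For PheCAD5 in PEG the mean FPKM was 6.98 ± 3.16 (SD, n = 3) at 3 h and 1.04 ± 0.644 (SD, n = 3) at 24 h, and in ABA 3 h it was 7.44 ± 3.75 (SD, n = 3). The ratios to 0 h (± SD) were 1.68 ± 1.46 in PEG 3 h, 0.251 ± 0.242 in PEG 24 h and 1.79 ± 1.60 in ABA 3 h. In ABA 24 h, with 0 counts in its 3 libraries, the ratio was at most 0.0243. None of the log2 fold changes in PEG 3 h (1.04, standard error 0.49, adjusted p = 0.0790, edgeR), PEG 24 h (-1.81, standard error 0.63, adjusted p = 0.0590, edgeR) and ABA 3 h (0.87, standard error 0.49, adjusted p = 0.147, edgeR) passed the threshold. PEG 3 h passed as higher without PEG 3 h replicate 3 (1.39), 0 h replicate 3 (1.35) or 0 h replicate 4 (1.30). PEG 24 h passed as lower without 0 h replicate 1 (-2.19). Relative to CK, PEG 3 h and ABA 3 h passed as higher, at 4.89 (standard error 0.76) and 4.72 (standard error 0.76). PEG 24 h did not, at 2.85 (standard error 1.15), but passed without CK 24 h replicate 1 (4.80) or PEG 24 h replicate 3 (3.30). It also passed with only the 2 groups compared in the fit (2.86, adjusted p = 0.00567, edgeR), with DESeq2 (2.87, adjusted p = 0.0135) and, chosen after seeing the data, with 0 h replicate 1 left out of the fit (2.85, adjusted p = 0.0203, edgeR). Set against the libraries labelled ABA 24 h, at 3 counts per library, PheCAD5 was at least 87.7-fold higher in PEG 3 h, at least 77.9-fold in ABA 3 h, at least 12.1-fold in PEG 24 h and at least 54.8-fold in the libraries labelled 0 h other than replicate 1.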

Interestingly, both *PheCAD3* and *PheCAD5* are also very closely related in the phylogenetic tree (Figure 1). After 3 h of PEG, NaCl and SA treatment, the *PheCAD4* gene expression was downregulated 0.1–0.3 times to control. 

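PheCAD4 (PH02Gene44682) had a mean FPKM of 1.82 ± 0.231 (SD, n = 4) at 0 h, 0.603 ± 0.192 (SD, n = 3) in PEG 3 h, 0.983 ± 0.189 (SD, n = 3) in NaCl 3 h and 1.29 ± 0.110 (SD, n = 3) in SA 3 h. Its ratio to 0 h (± SD) was 0.330 ± 0.113 in PEG 3 h, 0.539 ± 0.124 in NaCl 3 h and 0.708 ± 0.108 in SA 3 h. The fall in PEG 3 h passed the threshold, with a log2 fold change of -1.32 (standard error 0.29, adjusted p = 4.30e-04, edgeR) that stayed between -1.60 and -1.14 with each library left out. NaCl 3 h, at -0.98 (standard error 0.26, adjusted p = 0.00265, edgeR), passed only without NaCl 3 h replicate 3 (-1.11), 0 h replicate 3 (-1.00) or 0 h replicate 4 (-1.08), or with the replicate number as a block. SA 3 h, at -0.26 (standard error 0.25, adjusted p = 0.402, edgeR), did not pass. Relative to CK 3 h, PEG (-1.96, standard error 0.29) and NaCl (-1.62, standard error 0.26) passed as lower, and SA (-0.90, standard error 0.25) passed only without CK 3 h replicate 3 (-1.01) or SA 3 h replicate 3 (-1.03). At 24 h the calls against 0 h went the other way: NaCl 24 h passed as higher, at 1.27 (standard error 0.21, adjusted p = 2.08e-05, edgeR), and ABA 24 h at 1.15 (standard error 0.22, adjusted p = 1.75e-04, edgeR). With each library left out these stayed between 1.17 and 1.36 and between 1.05 and 1.24, and with only the 2 groups compared ABA 24 h did not pass. Relative to CK 24 h neither passed, at 0.79 and 0.67; without CK 24 h replicate 3 NaCl 24 h did (1.01). Against the libraries labelled ABA 24 h, NaCl 24 h was at 0.11 and the libraries labelled 0 h other than replicate 1 at -1.24. When the libraries labelled ABA 24 h were the control, all 3 treatments at 3 h passed as lower, with ratios of 0.173 ± 0.0577, 0.282 ± 0.0608 and 0.371 ± 0.0476 in PEG, NaCl and SA.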

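PheCAD12 (PH02Gene49901) had a mean FPKM of 37.6 ± 11.9 (SD, n = 4) at 0 h, with replicate 1 at 19.9 and the others between 41.7 and 45.6. It was 146 ± 6.94 (SD, n = 3) in NaCl 3 h and 87.6 ± 7.13 (SD, n = 3) in NaCl 24 h, 3.89 ± 1.25 and 2.33 ± 0.763 times the mean at 0 h (± SD). Both passed the threshold on the counts, at a log2 fold change of 1.89 (standard error 0.15, adjusted p = 3.03e-11, edgeR) and 1.28 (standard error 0.15, adjusted p = 1.02e-07, edgeR), also with each library left out, between 1.73 and 1.97 and between 1.12 and 1.36. NaCl 3 h also passed against CK, at 1.74 (standard error 0.17), and NaCl 24 h did not, at 0.48 (standard error 0.16). Taking the libraries labelled ABA 24 h as the control gave ratios of 5.46 ± 1.73 in NaCl 3 h and 3.27 ± 1.06 in NaCl 24 h, both past the threshold.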

At the same time, the *PheCAD12* gene expression was upregulated 5.5 to 3.3 times of control after 3 and 24 h of NaCl treatment, respectively. In contrast, the expression was upregulated 3.6 times of control after 24 h of SA treatment. Similarly, after 3 h of PEG treatment, the relative expression of *PheCAD13* was downregulated 0.4 times that of control, where the expression was upregulated two times after 24 h of PEG and NaCl treatment. 

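In SA 24 h the mean FPKM of PheCAD12 was 95.4 ± 5.30 (SD, n = 3), 2.54 ± 0.817 times the mean at 0 h (± SD), with a log2 fold change of 1.25 (standard error 0.15, adjusted p = 1.29e-07, edgeR) that passed the threshold with each library left out (1.08 to 1.33). It did not pass against CK 24 h, at 0.45 (standard error 0.16). The ratio to the libraries labelled ABA 24 h was 3.56 ± 1.14, past the threshold. PEG 24 h was lower than 0 h past the threshold, at -1.27 (standard error 0.16, adjusted p = 2.52e-06, edgeR), and lower than CK 24 h, at -2.07 (standard error 0.17).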

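PheCAD13 (PH02Gene48685) had a mean FPKM of 6.55 ± 1.70 (SD, n = 4) at 0 h, 1.61 ± 0.361 (SD, n = 3) in PEG 3 h, 8.67 ± 1.53 (SD, n = 3) in PEG 24 h and 9.32 ± 1.23 (SD, n = 3) in NaCl 24 h. The ratios to 0 h (± SD) were 0.245 ± 0.0842, 1.32 ± 0.416 and 1.42 ± 0.414. PEG 3 h was lower past the threshold, at a log2 fold change of -1.73 (standard error 0.20, adjusted p = 3.46e-08, edgeR), and each library left out kept it between -1.87 and -1.55. Neither PEG 24 h, at 0.53 (standard error 0.17, adjusted p = 0.0353, edgeR), nor NaCl 24 h, at 0.56 (standard error 0.16, adjusted p = 0.00736, edgeR), passed. Compared with the CK of the same time point, PEG 3 h did not pass (-0.75, standard error 0.22), while PEG 24 h (1.22, standard error 0.19) and NaCl 24 h (1.24, standard error 0.18) passed as higher. With the libraries labelled ABA 24 h as the control, the ratios were 0.401 ± 0.121, 2.17 ± 0.578 and 2.33 ± 0.558. PEG 3 h and NaCl 24 h passed the threshold. PEG 24 h, at a log2 fold change of 0.997, did not.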

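PheCAD14 (PH02Gene04778) had a mean FPKM of 7.81 ± 4.02 (SD, n = 4) at 0 h, with replicate 1 at 1.85 and the others between 9.02 and 10.4. At 24 h it was 7.91 ± 0.505 (SD, n = 3) in PEG, 12.4 ± 0.837 (SD, n = 3) in NaCl, 10.3 ± 0.655 (SD, n = 3) in SA, 2.08 ± 0.172 (SD, n = 3) in the libraries labelled ABA 24 h and 16.6 ± 1.96 (SD, n = 3) in CK. The log2 fold changes against 0 h were 0.17 (standard error 0.29, adjusted p = 0.793, edgeR) in PEG 24 h, 0.74 (standard error 0.28, adjusted p = 0.0365, edgeR) in NaCl 24 h, 0.32 (standard error 0.29, adjusted p = 0.406, edgeR) in SA 24 h and -1.63 (standard error 0.34, adjusted p = 4.35e-04, edgeR) in ABA 24 h. Only the fall in ABA 24 h passed the threshold, and it did not pass with only the 2 groups compared in the fit. CK 24 h passed as higher, at 1.06 (standard error 0.28, adjusted p = 0.00505, edgeR), but not without CK 24 h replicate 2 (0.95) or 0 h replicate 1 (0.77), nor with only the 2 groups compared in the fit. Against CK 24 h, PEG, NaCl and SA were lower without passing the threshold (-0.89, -0.32 and -0.74), and ABA 24 h passed as lower, at -2.69 (standard error 0.35). With the libraries labelled ABA 24 h as the control, all 4 passed as higher, with ratios of 3.80 ± 0.398 in PEG, 5.96 ± 0.637 in NaCl, 4.97 ± 0.518 in SA and 4.71 ± 0.523 in the libraries labelled 0 h other than replicate 1. On that control CK 24 h passed too, at 2.69 (standard error 0.22).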

The relative expression of *PheCAD14* was upregulated 3.8–6 times of control after 24 h of all abiotic treatments (Figure 5). 

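In the 11 groups the highest mean FPKM of PheCAD6 (PH02Gene48202) was 0.140 ± 0.201 (SD, n = 4) at 0 h, and that of PheCAD7 (PH02Gene32740) was 0.151 ± 0.117 (SD, n = 4) at 0 h. PheCAD9 (PH02Gene26598) and PheCAD10 (PH02Gene13790) were highest in NaCl 24 h, at 0.199 ± 0.0524 and 0.139 ± 0.0603 (SD, n = 3). PheCAD11 (PH02Gene13791) reached 1.58 ± 0.264 (SD, n = 3) in CK 24 h. Counts were 0 in 10 libraries for PheCAD6, 8 for PheCAD7, 14 for PheCAD9, 22 for PheCAD10 and 1 for PheCAD11. The highest count in any library was 33 for PheCAD6, 17 for PheCAD7, 17 for PheCAD9, 13 for PheCAD10 and 110 for PheCAD11. Against 0 h, PheCAD9 passed the threshold as lower in 3 of the 8 treatments, whose libraries held 0 counts of it. PheCAD11 passed as higher in 2 with edgeR and in 0 with DESeq2, where 1 had an unadjusted p under 0.05. PheCAD6, PheCAD7 and PheCAD10 did not pass in any treatment with all 34 libraries in the edgeR fit, nor with DESeq2. At an unadjusted p under 0.05, PheCAD6 was lower in 1 treatment by either tool and the others in none. At these counts only large changes are detectable. Without 0 h replicate 1, PheCAD6 passed as lower in PEG 3 h (-2.97) and PEG 24 h (-3.62).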

The expression levels of *PheCAD6*, *PheCAD7*, *PheCAD9*, *PheCAD10* and *PheCAD11* genes were too low for analysis.

### 2.8. The PheCAD Enzymes Form Only Homo-Dimers in Yeast

Lignin biosynthesis pathway enzymes form homo- and hetero-dimers and also interact with each other for metabolic channelling [32]. Further, the formation of homo- and hetero-dimers increases the catalytic efficiency compared with individual enzymes [37]. Recently Yan et al., (2019) identified PtrCAD1 forms homo-dimers in *P. trichocarpa* [33]. Moreover, it was reported that Ptr4CL, PtrC4H and PtrC3H also form homo- and hetero-dimers in *P. trichocarpa* [37,38]. Therefore, based on the tissue expression analysis, we selected the highly expressed CAD enzymes *PheCAD1*, *PheCAD2* and *PheCAD8* for Y2H experiments to confirm whether Moso bamboo CAD genes can also form the homo- or hetero-dimers. The yeast cell cotransformed with pGBKT-7-*PheCAD1* and pGADT7-*PheCAD1*, pGBKT-7-*PheCAD2* and pGADT7-*PheCAD2*, pGBKT-7-*PheCAD8* and pGADT7-*PheCAD8* and positive control grew normally on SD/–Ade/–His/–Leu/–Trp medium. The yeast cells cotransformed with other combinations, and the negative control failed to grow on SD/–Ade/–His/–Leu/–Trp medium (Figure 6). These results suggest that *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes form only homo-dimers and fail to form hetero-dimers in the yeast cells.

### 2.9. Formation of Both PheCAD Homo- and Hetero-Dimers in Planta

Bimolecular fluorescence complementation assay (BiFC) in Arabidopsis protoplast cells was performed to confirm the Y2H results. We generated constructs containing *PheCAD1*, *PheCAD2* and *PheCAD8* genes fused with both N-terminal and C-terminal fragments of EYFP in the pSAT1-nEYFP-C1 and pSAT4-cEYFP-C1-B vectors, respectively. A strong fluorescence signal in the Arabidopsis protoplast cells was observed when pairwise cotransformation of 35S-*PheCAD1*:pSAT1-nEYFP-C1 and 35S-*PheCAD1*:pSAT4-cEYFP-C1-B; 35S-*PheCAD2*: pSAT1-nEYFP-C1 and 35S-*PheCAD2*:pSAT4-cEYFP-C1-B and 35S-*PheCAD8*:pSAT1-nEYFP-C1 and 35S-*PheCAD8*:pSAT4-cEYFP-C1-B vectors (Figure 7). These results confirmed the Y2H results of the formation of homo-dimers. At the same time, in contrast to Y2H results, a strong signal was also observed in the Arabidopsis protoplast cells when pairwise cotransformation of 35S-*PheCAD1*:pSAT1-nEYFP-C1 and 35S-*PheCAD2*:pSAT4-cEYFP-C1-B; 35S-*PheCAD1*:pSAT1-nEYFP-C1 and 35S-*PheCAD8*:pSAT4-cEYFP-C1-B; 35S-*PheCAD2*:pSAT1-nEYFP-C1 and 35S-*PheCAD8*:pSAT4-cEYFP-C1-B vectors into Arabidopsis protoplast cells (Figure 7). These results indicate that *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes interact with each other and can form hetero-dimers in planta.

### 2.10. Confirmation of PheCAD Homo-Dimers and Hetero-Dimers through Co-Immunoprecipitation Experiments

To further confirm the PheCAD homo- and hetero-dimers through co-immunoprecipitation coupled with immunoblotting, SPYNE173 (Myc-tag) and SPYCE(M) (HA-tag) constructs were used. Different combinations of PheCAD genes (*PheCAD1*-Myc + *PheCAD1*-HA, *PheCAD2*-Myc + *PheCAD2*-HA and *PheCAD8*-Myc + *PheCAD8*-HA, *PheCAD2*-Myc + *PheCAD1*-HA, *PheCAD1*-Myc + *PheCAD8*-HA and *PheCAD8*-Myc + *PheCAD2*-HA) were injected into tobacco leaves. The total protein was isolated from the injected leaves, and immunoprecipitation experiments were conducted with anti-HA-antibodies to pull down the HA fusion proteins. If HA tag protein interacts with Myc tag protein, the HA beads should also pull down the Myc-tag protein. Both total protein and the purified protein was subjected to Western blotting using anti-HA and anti-Myc antibodies. The detection of bands with anti-Myc antibodies in pull-down assay confirmed that the *PheCAD1*, *PheCAD2*, and PheCAD3 enzymes form homo-dimers, and these proteins interact with each other and form hetero-dimers in planta (Figure 8). The uncropped Western blot figures were provided as a Supplementary Materials.

## 3. Discussion

Lignin is the major structural component of the secondary cell wall that provides mechanical strength for the upright growth of vascular plants and provides rigidity to the cell wall [39]. It interacts with cellulose and hemicellulose and helps in effective water transport by creating a hydrophobic environment in the vascular bundle. However, lignin renders the cell wall processability and is the primary barrier for biofuel and paper production [40]. Bamboos are the fastest-growing plants that are useful for food, timber and paper production. Thus, studying lignin biosynthesis in bamboo is not only crucial for understanding plant biology but also for genetic engineering strategies to improve pulp quality for paper production. CAD is the key rate-limiting enzyme in the lignin biosynthesis involved in the catalysis of coniferaldehyde, p-coumaraldehyde, and sinapaldehyde to corresponding alcohols and also for biotic and abiotic stress response [41]. The *CAD* gene family is investigated in so many plant species’ Arabidopsis [7,42]: rice [43], wheat [44], sorghum [45], *P. trichocarpa* [46], sweet potato [17], *Brachypodium distachyon* [6], tea [21], melon [41] and pear [47], etc. The present study aims to identify *CAD* genes in available Bambusoideae genome sequences and functional characterisation of Moso bamboo *CAD* genes.

In *Angiosperms*, *CAD* genes have distinct roles and are expressed in different stages and tissues during plant growth and development [17,41]. In Arabidopsis, *AtCAD4*, *AtCAD5*, *AtCAD7* and *AtCAD8* genes were involved in lignin biosynthesis. Among them, *AtCAD4* was strongly expressed in roots and flowers, whereas *AtCAD5* was in lignified roots [7,15]. Similarly, *BdCAD5* in *B. distachyon* was expressed in most tissues and highest in stem and root. At the same time, the *BdCAD3* expression was confined to stem and spikes [6]. In melon, *CmCAD1* was expressed from 25–33 days after anthesis, whereas *CmCAD2* and *CmCAD5* genes were strongly expressed during fruit development. The *CmCAD5* is also expressed in most vegetative tissues, with the highest in flower and negligible in mature leaves [41]. Similarly, this study identified that *PheCAD2* had intense expression in most tissues except leaves, root rhizome, root on shoot—2 cm and 6.7m height shoot, especially *PheCAD8* expressed in the tissues where the *PheCAD2* gene expression was absent. *PheCAD1*, *PheCAD6* and *PheCAD12* were also expressed in most tissues, indicating that these five *PheCAD* genes might be involved in lignification (Figure 3).

It has been demonstrated that some of the lignin biosynthesis enzymes are loosely or transiently associated with each other to form metabolic channelling or metabolon and also form homo- or hetero- dimers. The early steps of lignin biosynthesis enzymes such as PAL isoforms in tobacco cells associate with C4H and substrate channel for better catalytic efficiency and regulation of metabolic flux [48,49,50]. In Arabidopsis, the cytochrome P450 enzymes of lignin biosynthesis (AtC4H, AtC3H and AtF5H) were found to associate with each other to form an enzyme complex or a metabolon with the help of membrane steroid-binding proteins (AtMSBPs) [51,52]. Further, in *P. trichocarpa*, the isozymes of PtrC4H, PtrC3H form hetero-dimeric (PtrC4H1/C4H2, PtrC4H1/C3H3, and PtrC4H2/C3H3) and heterotrimeric (PtrC4H1/C4H2/C3H3) enzyme complexes and increase the catalytic efficiency of the complex by 70–6500 fold as compared with individual enzymes [37]. Moreover, Chen et al., (2013, 2014) [38,53] have demonstrated that Ptr4CL3 and Ptr4CL5 isoforms interact to form a tetramer both in vivo and in vitro and proposed a regulatory role for it in *P. trichocarpa*. Additionally, PtrCAD1 interacts with PtrCCR2, and both enzymes were found to form homo-dimers in *P. trichocarpa* [33]. This study identified that *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes interact and form homo-dimers in yeast (Figure 6) and both homo- and hetero- dimers in planta (Figure 7 and Figure 8). The failure to form hetero- dimers in yeast is due to post-translation modifications and the unavailability of other components, which might be needed in the formation of hetero-dimers. These results and the above literature indicate that PheCCR might interact with the PheCAD homo- or hetero- dimers. Therefore, studying the CAD homo- and hetero- dimers and PheCCR ratio within the plants and the catalytic efficiency would be interesting.

Besides lignification, *CAD* genes are also involved in biotic and abiotic stress. Previous studies reported that *CAD1* gene expression is strongly induced by both biotic and abiotic stress in sweet potatoes and *Ginkgo biloba* [17,19]. Similarly, the oriental melon *CmCAD2* gene was significantly induced after salt and drought stress [22]. Further, in Arabidopsis, among the most expressed *CAD* genes *AtCAD-C* and *AtCAD-D*, only *AtCAD-D* was strongly induced after biotic stress. Whereas among the least active *CAD* genes, *AtCAD-B1* was induced in response to biotic stress [15]. Similarly, our investigation of moso bamboo *PheCAD* genes in response to abiotic stress identified that *PheCAD2* was significantly induced after all the abiotic stress treatments among the highly expressed *CAD* genes. These results indicate involvement in both lignification and also in defence of the abiotic stress response. 

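Of the 8 treatments, PheCAD2 passed edgeR's threshold as higher in 0 and as lower in 3 with the libraries labelled 0 h as the control. DESeq2 gave the same tally. At an unadjusted p under 0.05 it was higher in 0 and lower in 4. Against the CK of the same time point it passed as higher in 1 and as lower in 1. On the control of libraries labelled ABA 24 h it passed as higher in 8 and as lower in 0. The difference between the ABA effects relative to CK, 24 h minus 3 h, was -3.72 (standard error 0.61, adjusted p = 2.76e-05, edgeR). It rests on the libraries labelled ABA 24 h, whose label is in question. With the libraries labelled 0 h, replicate 1 left out, in their place the 24 h effect would be positive, since CK 24 h lay below them (-1.24). The 3 h effect relative to CK was 0.90 and did not pass the threshold. From the induction of PheCAD2 after the stress treatments (Figure 5), the paper proposes that PheCAD2 is involved in lignification and also in the defence against abiotic stress.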

Among least-expressed *PheCAD* genes (*PheCAD3*, *PheCAD4*, *PheCAD5*, *PheCAD7*, *PheCAD9*, *PheCAD10*, *PheCAD11*, *PheCAD13* and *PheCAD14*), *PheCAD3* and *PheCAD5* genes were induced tremendously after all abiotic stress treatments (Figure 5). These results indicate the involvement of *PheCAD3* and *PheCAD5* genes only in response to abotic stress. 

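Counted over the 8 treatments with the libraries labelled 0 h as the control, PheCAD3 passed the threshold as higher in 4 and as lower in 1. PheCAD5 likewise passed as higher in 4 and as lower in 1, which is ABA 24 h with its 0 counts. Relative to CK, PheCAD3 passed as higher in 7 and as lower in 1, and PheCAD5 as higher in 6 and as lower in 0 (edgeR; 7 and 0 at an unadjusted p under 0.05). With the libraries labelled ABA 24 h as the control, each of these genes passed as higher in all 8, and PheCAD3 also passed in CK 3 h (3.50, standard error 0.16) and CK 24 h (2.26, standard error 0.17).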

In conclusion, our results identified the major *PheCAD* genes involved in the lignin biosynthesis pathway and abiotic stress response. Further, identifying homo- and hetero-dimers of the PheCAD enzymes provides new evidence that PheCAD enzymes might act as a complex in a tissue-specific manner.

## 4. Materials and Methods

### 4.1. Identification of CAD Enzymes from Bambusoideae Genome Database

The CAD enzymes amino acid sequences of rice were downloaded from Oryzabase (https://shigen.nig.ac.jp/rice/oryzabase/, acessed on 1 November 2021), and these sequences were used to identify CAD enzymes from the Bambusoideae genome database. The Moso bamboo CAD enzymes were identified from the *P. edulis* genome database through local BLASTP [30]. Similarly, for herbaceous diploid bamboo species *R. guianensis* and *O. latifolia*, the tetraploid and hexaploid woody species *G. angustifolia* and *B. amplexicaulis* CAD enzymes were identified from available draft genomes [31]. The sequences containing the catalytic and structural Zn-binding and NADP(H) binding sites were considered CAD enzymes.

### 4.2. Phylogenetic Tree and Motif Analysis of CAD Enzymes

The phylogenetic tree was constructed in the MEGA-X software using both a maximum likelihood and a neighbour-joining method [35]. The aligned peptide sequences of *A. thaliana*, *P. trichocarpa*, *Oryza sativa*, *O. latifolia*, *R. guianensis*, *G. angustifolia, P. edulis*, and *B. amplexicaulis* were used to generate a phylogenetic tree (Table S1). To access the statistical significance of the clades in the phylogenetic tree, a bootstrap value of 1000 replicates was used. The conserved motifs were identified through the MEME server and visualised in TBtools [54].

### 4.3. Expression Analysis

We downloaded the transcriptomic data of 26 different kinds of tissues published by Zhou et al. (2018) [30] through the NCBI Short Read Archive database (SRX2408703). We analysed these data, and the FPKM values of the Moso bamboo *CAD* genes were used to develop a heatmap by TBtools [54]. For abiotic stress treatment, 30-day-old Moso bamboo seedlings with similar height were used. The seedlings were treated individually with 200 mM sodium chloride (NaCl), 25% polyethylene glycol (PEG), 1mM salicylic acid (SA) and 1uM abscisic acid (ABA) nutrient solution for 3 h and 24 h. Total RNA was isolated from young leaves, and transcriptomic data were generated in three biological replicates (NCBI ID: GSE169067). The graphs were developed using FPKM values of the *PheCAD* genes transcriptomic data.

### 4.4. Co-Expression Analysis

The FPKM values of 26 different kinds of transcriptomic tissue data developed by Zhou et al., (2018) [30] were used for the co-expression analysis. A minimum threshold of 0.05 FPKM value in more than six tissues out of 26 tissues was chosen as a cutoff to identify lignin biosynthesis genes. The Pearson correlation coefficient (PCC) was calculated, and the gene pairs with PCC values 0.7 to 1 and −0.5 to −1were considered to have positive and negative correlation, respectively. These gene pairs were visualised using Cytoscape. Further to identify total genes co-expressed with *PheCAD* genes, we submitted the *PheCAD* genes to the BambooNET (http://bioinformatics.cau.edu.cn/bamboo/index.html, accessed on 1 November 2021) and developed the co-expression network.

### 4.5. Yeast Two-Hybrid (Y2H) Assay

The coding sequences of *PheCAD* genes were amplified by using specific primers designed from 5′ UTR and 3′ UTR using leaf and stem cDNA as a template. This purified full-length PCR product was used to amplify adapter containing gene-specific primers (Table S6) and cloned into the pGBKT-7 and pGADT7 vectors (Clontech, Beijing, China). The recombinant vectors pGBKT-7 and pGADT7 containing *PheCAD1*, *PheCAD2* and *PheCAD3* genes were cotransformed into AH109 yeast strain following the manufacturer’s instructions (Matchmaker^TM^ GAL4 two-hybrid system, Clontech). The vectors pGBKT53+pGADT-Lam and pGBKT-53+pGADT7-T were used as negative and positive controls, respectively. The transformed yeast cells were cultured on SD/-Leu/-Trp with Agar medium (Coolaber, Beijing, China) at 30 °C for three days. The colonies grown in this medium were selected, dissolved into ddH_2_o and plated onto the selection plates containing SD/-Ade/-His/-Leu/-Trp medium (Coolaber, Beijing, China) as serial dilutions; the plates were incubated at 30 °C for 5 days. The pictures were taken on the 5th day under a light microscope.

### 4.6. Bimolecular Fluorescence Complementation Assay in Arabidopsis Protoplast

The three *PheCAD* genes were cloned into pSAT1- nEYFP-C1 and pSAT4-cEYFP-C1-B vectors. The recombinant YFPN and YFPC fusion vectors transiently co-expressed in mesophyll protoplasts of Arabidopsis, according to Yoo et al., (2007) [55]. The transformed cells images were captured in a confocal microscope at wavelength 488 and 594 nm argon laser.

### 4.7. Co-Immunoprecipitation and Immunoblot Analysis

To generate pull-down constructs, the three *PheCAD* genes were cloned under the 35S promoter of SPYNE173 and SPYCE(M) vectors (contain Myc- and HA- tag, respectively). The recombinant vectors and empty vectors were transformed into *Agrobacterium* strain GV3101. Overnight cultures were collected and resuspended in buffer containing 10 mM MgCl2, 10 mM MES-K (pH 5.6) and 100 μM acetosyringone to OD600 nm at 0.4. The resuspended agrobacterium solutions carrying Myc- and HA- tag vectors combined in 1:1 ration and then co-infiltrated into the abaxial side of *N. benthamiana* 4-week-old leaves. On the 3rd day after the infiltration, the total protein from tobacco leaves was extracted using Plant Protein Extraction Reagent (CWBIO, Beijing, China). An equal amount of total protein was taken as input for CO-IP experiments. Pierce Anti-HA magnetic beads (Thermo Scientific, Waltham, MA, USA) were used to immunoprecipitate HA-tagged proteins as per the manufacturer’s instructions. The proteins were separated on SDS-PAGE gels (TGX Stain-Free FastCast Acrylamide Kit, 12% [Biorad, Hercules, CA, USA]) and blotted onto PVDF membrane (0.45 μm, Merck Millipore, Burlington, VT, USA). The HA and Myc fusion proteins were detected using mouse anti-HA (Affinity Biosciences, Cincinnati, OH, USA) and rabbit anti-Myc (Hangzhou HuaAn Biotechnology Co., Ltd., Hangzhou, China) antibodies. The dilutions of antibodies were used as per the instructions of the manufacture. The bands were visualised in ChemiDoc^TM^ MP Imaging System (Biorad, Hercules, CA, USA) by chemiluminescence assay (The ECL^TM^ Prime Western Blotting Detection Reagent kit, Amersham^TM^, Amersham, UK).

## Figures and Tables

**Figure 1:**
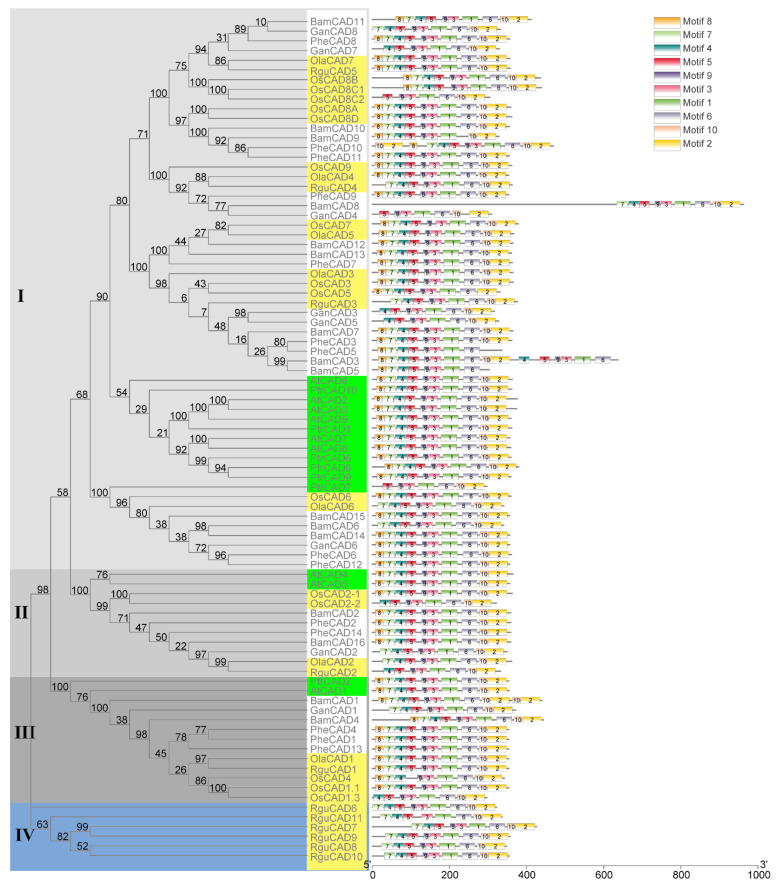
The phylogenetic relationship among *CAD* genes of Bambusoideae. The phylogenetic tree was constructed using CAD protein sequences of *P. trichocarpa* (Ptr), *Arabidopsis thaliana* (At), *Oryza sativa* (Os), *O. latifolia* (Ola), *P. edulis* (Phe), *G. angustifolia* (Gan), *R. guianensis* (Rgu) and *B. amplexicaulis* (Bam). Clade I, II and III are indicated in different ash shades and Clade IV in blue. The dicot plant *CAD* genes were indicated in the green boxes and the diploid rice and bamboo species are shown in light yellow boxes. The conserved motifs (1–10) are indicated in ten different colour boxes.

**Figure 2:**
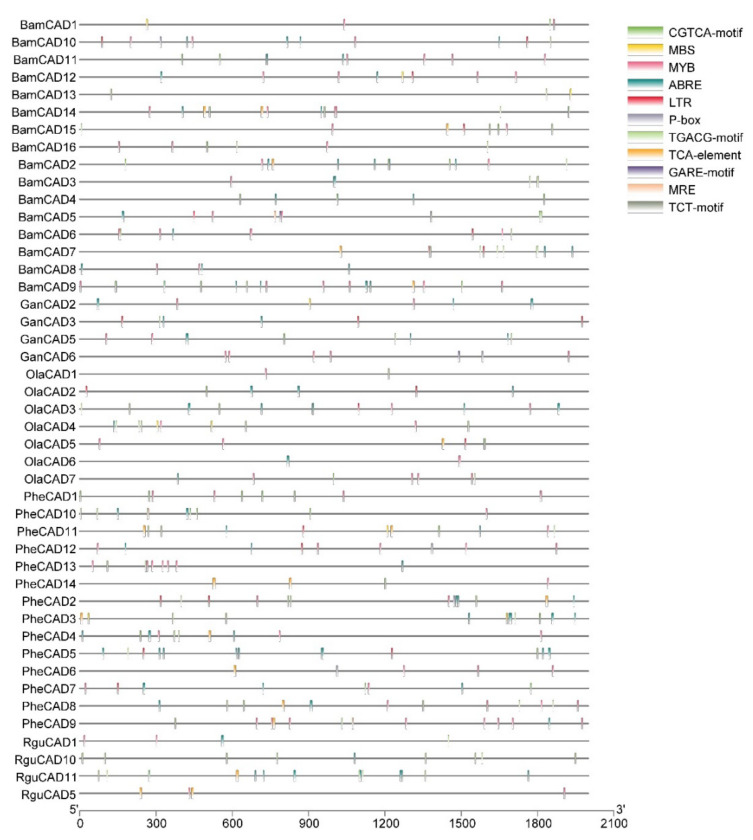
The conserved *cis*-elements analysis of *CAD* genes in the promoter regions of Bambusoideae (ABRE, CGTCA-motif, GARE-motif, LTR, MBS, MRE, MYB, P-box, TCA-element, TCT-motif and TGACG-motif).

**Figure 3:**
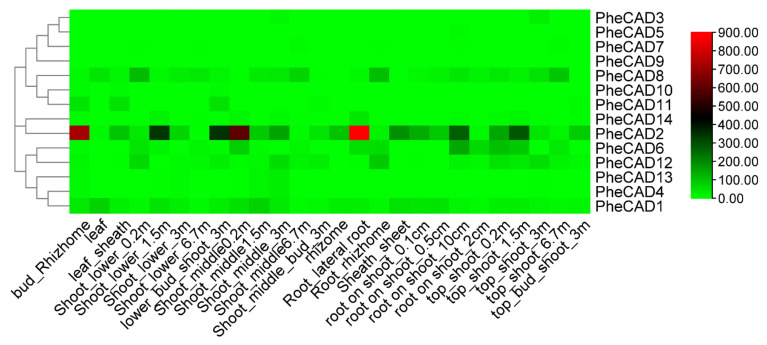
Expression heatmap of *PheCAD* genes in 26 different kinds of tissues and stages of bamboo development. The log2 expression values are depicted in colour shades from red (highest) to green (lowest).

**Figure 4:**
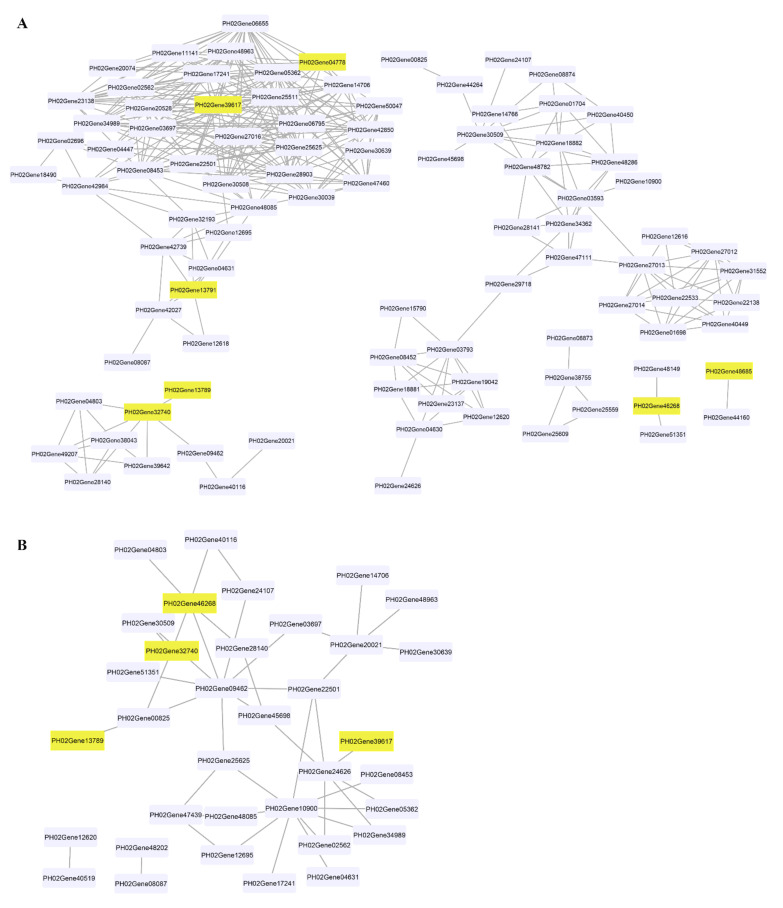
Co-expression network of *PheCAD* genes with lignin biosynthesis pathway genes. (**A**) Positive correlation of *PheCAD* genes with lignin biosynthesis pathway genes; (**B**) negative correlation of *PheCAD* genes with lignin biosynthesis pathway genes. Pink-coloured boxes indicate the *PheCAD* genes and violet boxes indicate the other lignin biosynthesis genes.

**Figure 5:**
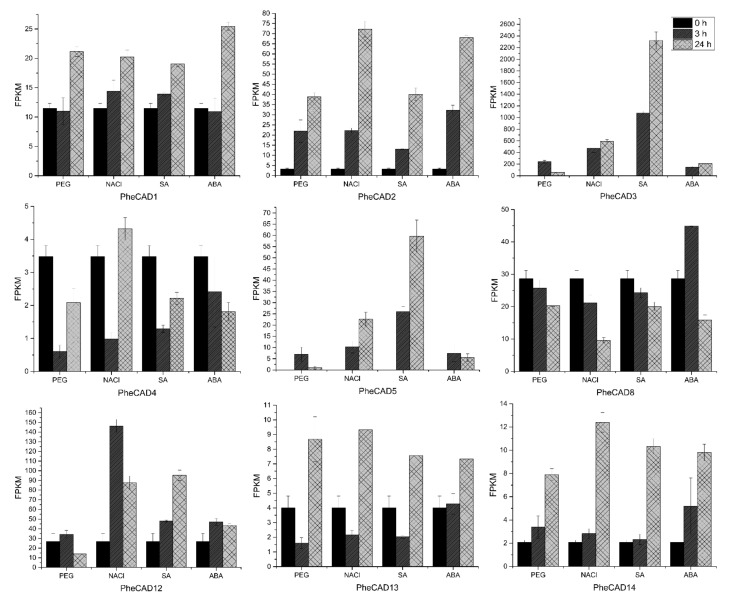
Expression analysis of *PheCAD* genes in response to PEG, NaCl, ABA and SA. The FPKM values of transcriptomic data (Moso bamboo seedlings treated with PEG (25%), NaCl (200mM), ABA (1uM), SA (1mM) for 3 and 24 h) were used to develop graphs.

**Figure 6:**
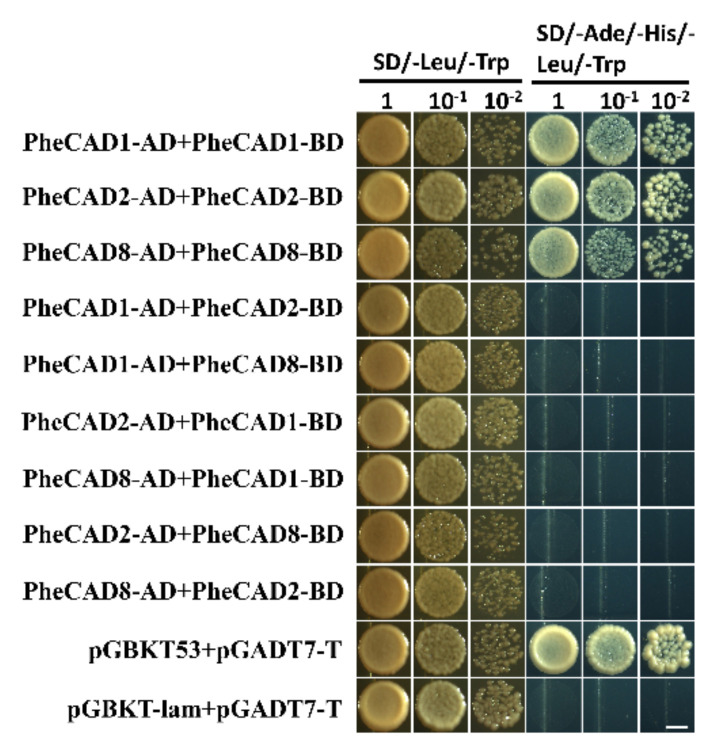
*PheCAD1*, *PheCAD2* and *PheCAD8* enzyme homo-dimers were detected with Y2H experiments. All the combinations of *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes were used as both prey and bait. Yeast carrying pGBKT53, pGADT7-T used as positive control and pGBKT-lam, pGADT7-T used as a negative control. The transformed yeast cells grew on growth (SD/-Trp/-His) and selective (SD/-Ade/-His/-Trp/-His) media. Images were taken after 5 days of incubation at 30 °C. Scale bar, 3 mm.

**Figure 7:**
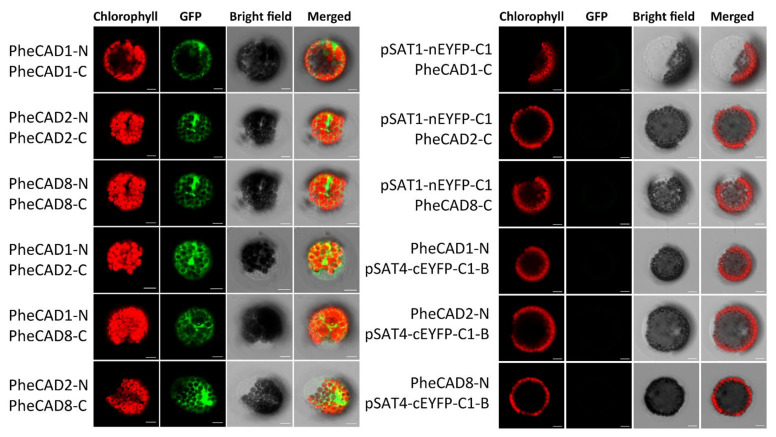
Pairwise bimolecular fluorescence complementation assay of *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes in Arabidopsis protoplast cells. Empty vector and corresponding C-terminal or N-terminal PheCAD genes were used as the negative control. Scale bar, 10 μm.

**Figure 8:**
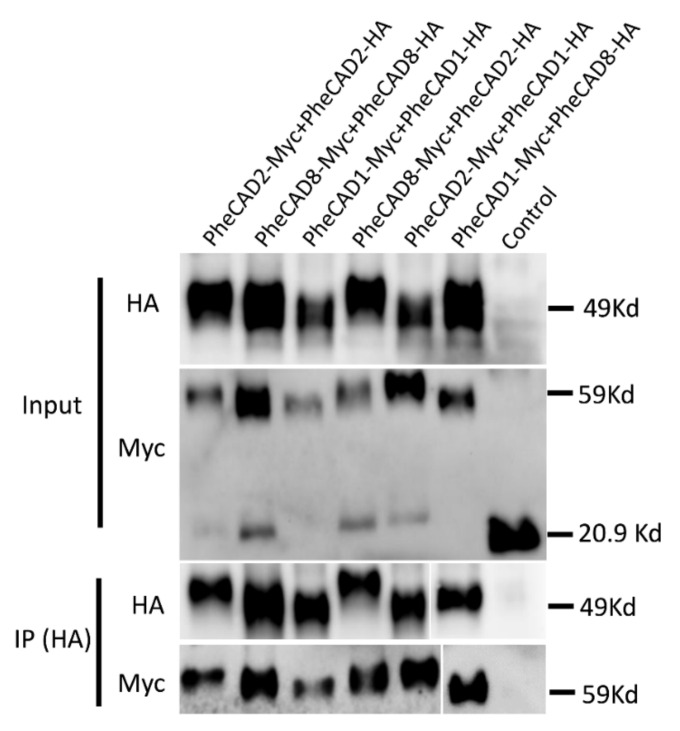
CO-IP assay of *PheCAD1*, *PheCAD2* and *PheCAD8* enzymes using proteins expressed in *N. benthamiana* leaf epidermal cells BiFC assay. The proteins were immunoprecipitated with anti-HA antibodies and detected with both anti-HA and anti-Myc antibodies.

## Data Availability

SRX2408703, GSE169067. All the data pertaining to this study can be accessed from the lead authors on reasonable request.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/ijms222312917/s1.

How the deposited data were processed for this re-analysis (not part of the article)

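The data are RNA sequencing of young leaves of moso bamboo seedlings, 34 libraries in 11 groups: 0 h (4 libraries) and CK, PEG, NaCl, SA and ABA at 3 h and 24 h (3 libraries each). CK is taken as the untreated control of its time point; the labels do not spell this out. The libraries were kept in the groups that their labels give.

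The authors deposited a table of raw read counts for 59091 genes without normalization. It was checked that the values are whole numbers, with totals that differ between libraries. The authors also deposited a table of FPKM values, which they computed before deposition and which section 4.3 and Figure 5 of the paper use. The text of the paper, Tables S1 to S6 and the sample labels name no aligner, counter, genome build or annotation version for these libraries, so how reads that match several genes were counted is not known here. Each library held 28153302 to 51695158 counts. A count of 0 allows up to 3 counts, and this limit, like the binomial intervals, covers counting error only. The 36 pairs of replicates were checked for identical columns, and 0 were identical. Between replicates the chi-square per degree of freedom lay between 5.86 and 321, above the value of 1 that sampling noise alone would give.

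The counts were analysed with edgeR 4.0.16 in R 4.3.3: genes were filtered with filterByExpr, which left 39392, and normalized by TMM. One quasi-likelihood model with a mean for each of the 11 groups was fitted to all libraries. Its test gives no standard error. Those printed are the size of the log2 fold change over the square root of the F statistic, and are approximate. Adjustment was by Benjamini-Hochberg over all genes tested, and for the PheCAD genes also over the list alone. A gene passed the threshold at an adjusted p under 0.05 and a change of at least 2-fold. The fold criterion is the one the paper gives in section 2.7; the paper's text names no test for it. The comparisons were each treatment and each CK against 0 h, each treatment against the CK of the same time point, and the difference between the 24 h and the 3 h effect relative to CK. Ratios of mean FPKM were computed beside them because the paper uses FPKM. Where a group held 0 counts, the ratio is a bound from TMM-normalized CPM with that group at 3 counts per library. The 114 genes of Table S3 other than PheCAD that passed the filter were tested as a set with limma 3.58.1 (camera with its preset correlation, and fry). Partners of PheCAD2 in Table S4 were compared with the other genes of Table S3 by Fisher's exact test on correlations over the 11 conditions. The partners were taken whatever the sign of their correlation in Table S4. The share of PheCAD5 in the counts of PheCAD3 plus PheCAD5 was compared between conditions by F tests with 10000 permutations of the libraries, chosen after seeing the data, and with a chi-square whose p came from 10000 resamples. DESeq2 1.42.0 served as a second tool, and Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 for tables and plots.

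The calling of NaCl 24 h against 0 h was tested on simulated counts of all libraries, with 200 of 36879 genes changed 4-fold in NaCl 24 h. Each gene otherwise had its mean over all libraries, scaled to library size, and a fixed dispersion. There edgeR recovered 199 genes (99.5%) with 9 false calls, and DESeq2 recovered 199 with 6 false calls. No simulated library lay apart from its group as 0 h replicate 1 does, so the simulation does not cover calls against such a control.

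These comparisons, their tests and most alternatives were set before the data were examined. Those alternatives were DESeq2's size factors, no filter, DESeq2, only the 2 groups compared, the replicate number as a block, the CK of the same time point as the control, a 2-fold ratio of FPKM with no test, pseudocounts of 0.1 and 1 FPKM, TMM-normalized CPM, and each replicate left out in turn. For the gene set they were fry, an estimated correlation, FPKM on 2 log scales and a minimum mean of 1 FPKM, and for the partners of PheCAD2 a log scale, single libraries, values relative to CK and a minimum of 1 FPKM. Chosen after seeing the data were the libraries labelled ABA 24 h as the control with the libraries labelled 0 h, replicate 1 left out, in the place of ABA 24 h, and the same with 0.1 FPKM for a control mean of 0. The same holds for the leaving out of libraries for the gene set and the differences between time points, of 0 h replicate 1 for the partners and for the comparisons with CK, of each library for the ratios to CK or to the libraries labelled ABA 24 h, and for the common shifts taken off the differences between time points.

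Genes were named by a rule: all 14 PheCAD genes of Table S1 and every other gene that section 2.7 names, and of the genes of Table S3 other than PheCAD at most the 2 largest rises and the 2 largest falls past the threshold in CK 24 h against 0 h. The values of the PheCAD genes in Figure 5 had been seen when the rule was written. Left out were the tissue expression data and the interaction assays of the paper, which are not analysed here. Fitted fold changes of PheCAD5 that involve the libraries labelled ABA 24 h, which held 0 counts of it, were left out as well. Of the 160 genes listed in Table S3, 158 were found in the files.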

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

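The tests of normalization for the differences between time points, of 0 h replicate 1 for CK 24 h, of library size for both CK groups, of the rho within and between groups, and the 3 tests of 0 h replicate 1 itself were chosen only after the result was seen, as was leaving out each library for the differences between time points.

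For 9 PheCAD genes the effect of a treatment relative to CK was compared between 24 h and 3 h by a test of the difference itself, 35 tests in all. PheCAD5 in ABA was left out for its 0 counts. In 13 tests the difference passed the threshold. With ABA it was -3.72 (standard error 0.61, adjusted p = 2.76e-05, edgeR) for PheCAD2, -4.61 (standard error 0.93, adjusted p = 3.50e-04, edgeR) for PheCAD3, -1.23 (standard error 0.23, adjusted p = 1.75e-04, edgeR) for PheCAD12 and -4.39 (standard error 0.51, adjusted p = 1.82e-07, edgeR) for PheCAD14. With PEG it was 1.79 for PheCAD4, -2.08 for PheCAD12, 1.96 for PheCAD13 and -2.25 for PheCAD14. With NaCl it was 2.41 for PheCAD4, -1.25 for PheCAD12 and 1.93 for PheCAD13. With SA it was 1.22 for PheCAD13 and -1.51 for PheCAD14. A normalization that is off by one factor per library would shift the PheCAD genes of a treatment together. Whatever common shift was taken off, differences of at least 2-fold and 3 standard errors were left, 2 of 9 in PEG, 3 of 9 in NaCl, 1 of 9 in SA and 4 of 8 in ABA, 10 in all. The tables therefore argue against such a normalization as the whole cause; a bias that differs between genes was not tested. DESeq2's size factors kept all 13 but moved the values too little to decide this. The tables also argue against a single library as the cause for most of them, since 12 of the 13 held with each library left out in turn. The exception is PheCAD14 in SA, which no longer passed without CK 3 h replicate 3 (-1.24), CK 24 h replicate 2 (-1.35), SA 3 h replicate 1 (-1.32), SA 3 h replicate 2 (-1.39) or SA 24 h replicate 2 (-1.38). Of the 22 differences that did not pass, that of PheCAD1 in PEG passed without PEG 3 h replicate 1 (1.04) or PEG 3 h replicate 3 (1.02), and that of PheCAD4 in ABA without CK 24 h replicate 3 (1.11) or ABA 3 h replicate 1 (1.24). The 4 differences with ABA rest on the libraries labelled ABA 24 h. In their place the libraries labelled 0 h, replicate 1 left out, gave 24 h effects that differ: the effect relative to CK was 1.24 for PheCAD2, 4.03 for PheCAD3, -0.63 for PheCAD12 and -0.77 for PheCAD14, against -2.82, -2.26, -1.03 and -2.69 with the labels as given. A wrong label therefore stays open for those 4. For the others a change of the response with time, which the design names, stays open, as do differences between library batches, about which the labels say nothing.

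Among the 4 libraries labelled 0 h, replicate 1 lay far from the others by Dixon's ratio for several measures. Its FPKM was 10.4 for PheCAD1 (others 25.1 to 26.2), 4.05 for PheCAD2 (others 66.7 to 69.1), 1.4995 for PheCAD3 (others 199.6 to 225), 19.9 for PheCAD12 (others 41.7 to 45.6) and 1.85 for PheCAD14 (others 9.02 to 10.4). Its 10 most counted genes took 9.45% of the counts (others 6.34 to 6.44%). PheCAD9 stood out in replicate 3, at 0.340 FPKM, and PheCAD10 in replicate 4, at 0.233 FPKM with 0 in the others; both have few counts. By chance alone this ratio is exceeded in about 1 group in 20, and the genes of one library are not independent of each other. The tables argue against library size as the explanation for replicate 1, whose total of 31812590 counts lies within the range of the others. They also argue against a few genes taking most of the counts, since its share of 9.45% lies within the range over the other libraries. A mislabelled sample stays open: the median Spearman's rho of replicate 1 with the libraries labelled ABA 24 h was 0.972, as between replicates, and at most 0.715 with the other libraries labelled 0 h. This is consistent with a library that belongs with those labelled ABA 24 h. The test does not say whether its own label or the labels of both groups are at issue. The correlations are across genes. No biological explanation was tested, as the design gives none for a single library.

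The paper does not analyse the CK libraries. CK 3 h differed from 0 h in 7862 genes past the threshold and CK 24 h in 5561 genes. Other splits of the same 7 libraries into 3 and 4, fitted with only the 2 groups, gave a number as large as the real split in 2 of 35 cases for CK 3 h and in 2 of 35 for CK 24 h, the real split included, so chance cannot be excluded by this count. In both cases the larger number came from setting 0 h replicates 2 to 4 against the rest, at 6614 against 4845 genes and 5882 against 2647 genes, a split that parts replicate 1 from its group. The tables argue against 0 h replicate 1 as the source of the changed genes, since without it the numbers rose to 9349 in CK 3 h and 7546 in CK 24 h. They argue against library size, since the ratio of the median totals was 1.03 for CK 3 h and 1.04 for CK 24 h. A change over time without a stress treatment may contribute, as may the time of day, handling or library batch, none of which the labels give. Exchanged names of the libraries labelled 0 h and ABA 24 h are argued against as the source of these numbers. With the libraries labelled ABA 24 h as the control they were 10333 in CK 3 h and 8689 in CK 24 h. Both lie above the numbers against 0 h, with or without replicate 1. Other wrong labels were not tested and stay open.

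The same count of splits was made for the treatments against 0 h. In PEG 3 h, NaCl 3 h, NaCl 24 h, SA 3 h, SA 24 h and ABA 3 h the real split alone, 1 of 35, gave as large a number. This is the lowest share the count can give. It is under 0.05 for a single comparison, but was not corrected for the 10 comparisons, so chance is not excluded over all of them. The 10 comparisons share the libraries labelled 0 h, so these counts are not independent of each other. The nearest other split was in ABA 3 h, at 4668 against 5061 genes. In PEG 24 h and ABA 24 h 2 of 35 did, so chance cannot be excluded by this count. There too the other split set 0 h replicates 2 to 4 against the rest, at 1960 against 393 genes in PEG 24 h and 11734 against 27 in ABA 24 h. With all libraries but 0 h replicate 1 in the fit, 3400 genes passed in PEG 24 h and 12194 in ABA 24 h. The tables argue against libraries that are alike apart from noise: with 0 h replicate 1 left out, each rho between the groups lay below each rho within them, by more than the widest range, in 10 of the 10 comparisons, both CK groups included. An effect of the treatments, which the design names, stays open, as do wrong labels and differences between library batches.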

How the results depend on the processing

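The settings with the libraries labelled ABA 24 h as the control, the leaving out of libraries for the lignin genes and for the differences between time points, and 0 h replicate 1 left out for the partners of PheCAD2 are tests chosen only after the result was seen.

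Over the numbers of changed genes, the PheCAD values, the differences between time points and the lignin genes as a set, each result was compared with its value under each setting by direction and side of the threshold. With DESeq2, 95 kept both, 1 no longer passed, 1 newly passed, 2 changed sign; with its size factors in edgeR, 131 kept both, 1 newly passed, 2 changed sign. Without a filter, 132 kept both, 2 changed sign, and with the replicate number as a block, 148 kept both, 1 newly passed, 3 changed sign. Over these 4 settings the changed genes against 0 h numbered 11194 to 11674 in PEG 3 h, 1816 to 2156 in PEG 24 h, 10699 to 11448 in NaCl 3 h, 7846 to 8805 in NaCl 24 h, 13102 to 13861 in SA 3 h, 8344 to 8981 in SA 24 h, 9554 to 10187 in ABA 3 h, 6601 to 8327 in ABA 24 h, 6971 to 7854 in CK 3 h and 4836 to 5536 in CK 24 h. The size factors shifted the median of all genes by at most 0.04 on the log2 scale. The values that changed sign are near 0. PheCAD1 in NaCl 24 h went from -0.036 to 0.0017 with DESeq2, 6.8e-05 with its size factors and 0.029 with the block. PheCAD3 in ABA 3 h went to 2.5e-04 with DESeq2 and 0.18 with the block, and PheCAD8 in SA 24 h to 6.2e-04 without a filter. Among the differences between time points, PheCAD2 in PEG went to -0.036 with the size factors and -6.8e-04 with the block, and PheCAD12 in SA to 0.059 without a filter. PheCAD5 in NaCl 3 h no longer passed with DESeq2, at 1.30. The block made PheCAD4 in NaCl 3 h pass (-1.08), and DESeq2 and its size factors made PheCAD13 in CK 3 h pass as lower. The cause was not tested.

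With only the 2 groups compared in the fit, 72 kept both, 19 no longer passed, 1 newly passed, 7 moved beyond the spread or 1.5 times. The changed genes fell to 393 from 2031 in PEG 24 h, 5200 from 8828 in NaCl 24 h, 5834 from 8988 in SA 24 h, 5061 from 10225 in ABA 3 h, 27 from 8334 in ABA 24 h, 4845 from 7862 in CK 3 h and 2647 from 5561 in CK 24 h. In PEG 24 h 243 were higher and 150 lower, against 793 and 1238 with all libraries, and in ABA 24 h 27 were higher and 0 lower (edgeR; 11802 genes at an unadjusted p under 0.05, and 5518 lower with DESeq2 on all libraries), against 2887 and 5447. No longer past the threshold were PheCAD2 (-1.26 in NaCl 3 h, -1.70 in SA 3 h, -3.69 in ABA 24 h, -1.54 in CK 3 h), PheCAD3 (1.55 in NaCl 3 h, 2.03 in NaCl 24 h, 3.06 in SA 3 h, 3.82 in SA 24 h, -5.89 in ABA 24 h, -2.39 in CK 3 h, -3.63 in CK 24 h), PheCAD4 (1.14 in ABA 24 h), PheCAD5 (1.28 in NaCl 3 h, 2.55 in NaCl 24 h, 2.93 in SA 3 h, -3.80 in CK 3 h, -4.65 in CK 24 h), PheCAD14 (-1.63 in ABA 24 h, 1.06 in CK 24 h), and newly past it was PheCAD13 (-1.01 in CK 3 h). By its construction this fit takes the spread from 7 libraries, 0 h replicate 1 among them; the cause was not tested further.

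Against the CK of the same time point in place of 0 h, 35 kept both, 8 no longer passed, 9 newly passed, 21 moved beyond the spread or 1.5 times, 29 changed sign. The changed genes in PEG 24 h rose to 6655. The sign changed for PheCAD1 (0.29 in NaCl 24 h, 0.048 in SA 24 h), PheCAD2 (0.61 in PEG 3 h, 0.62 in PEG 24 h, 0.26 in NaCl 3 h, 0.43 in SA 24 h, 0.90 in ABA 3 h), PheCAD3 (2.45 in PEG 24 h, 2.35 in ABA 3 h), PheCAD4 (-0.18 in PEG 24 h, -0.32 in SA 24 h, -0.23 in ABA 3 h), PheCAD5 (2.85 in PEG 24 h), PheCAD8 (-0.85 in PEG 3 h, -0.54 in PEG 24 h, -1.50 in NaCl 3 h, -0.97 in SA 3 h, -0.32 in ABA 3 h), PheCAD13 (0.39 in ABA 3 h, 0.22 in ABA 24 h), PheCAD14 (1.36 in PEG 3 h, -0.89 in PEG 24 h, 0.72 in NaCl 3 h, -0.32 in NaCl 24 h, 0.77 in SA 3 h, -0.74 in SA 24 h, 1.70 in ABA 3 h), and for the ratio of mean FPKM in PEG 24 h of PheCAD3 (4.84) and PheCAD5 (7.03). Newly past the threshold were PheCAD2 (1.44 in NaCl 24 h), PheCAD3 (3.33 in PEG 3 h), PheCAD4 (-1.62 in NaCl 3 h), PheCAD5 (4.89 in PEG 3 h, 4.72 in ABA 3 h), PheCAD8 (-1.70 in NaCl 24 h), PheCAD12 (-1.03 in ABA 24 h), PheCAD13 (1.22 in PEG 24 h, 1.24 in NaCl 24 h), and no longer past it were PheCAD2 (-0.16 in SA 3 h), PheCAD4 (0.79 in NaCl 24 h, 0.67 in ABA 24 h), PheCAD12 (0.48 in NaCl 24 h, 0.45 in SA 24 h), PheCAD13 (-0.75 in PEG 3 h, -0.69 in NaCl 3 h, -0.43 in SA 3 h). With each library left out in turn, newly past the threshold against CK were PheCAD4 in NaCl 24 h without CK 24 h replicate 3 (1.01), PheCAD4 in SA 3 h without CK 3 h replicate 3 (-1.01) or SA 3 h replicate 3 (-1.03), PheCAD5 in PEG 24 h without CK 24 h replicate 1 (4.80) or PEG 24 h replicate 3 (3.30), PheCAD8 in SA 3 h without CK 3 h replicate 2 (-1.05) or SA 3 h replicate 2 (-1.06), and no longer past it were PheCAD3 in ABA 24 h without ABA 24 h replicate 3 (-2.01), PheCAD12 in ABA 24 h without CK 24 h replicate 1 (-0.96), CK 24 h replicate 2 (-1.00, short of 2-fold before rounding), ABA 24 h replicate 1 (-0.95) or ABA 24 h replicate 3 (-0.84). The log2 fold change of PheCAD5 against CK ranged between 6.63 and 9.09 in NaCl 24 h and between 7.87 and 10.34 in SA 24 h, the highest without CK 24 h replicate 1. The CK libraries themselves differ from 0 h; the cause was not tested.

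Taking the libraries labelled ABA 24 h as the control, 33 kept both, 5 no longer passed, 16 newly passed, 28 moved beyond the spread or 1.5 times, 47 changed sign. The changed genes numbered 9492 in PEG 24 h, 15168 in NaCl 24 h, 14752 in SA 24 h and 8689 in CK 24 h. The share of higher genes moved by over 10 percentage points in PEG 24 h (5192 higher, 4300 lower), ABA 3 h (7044 higher, 6012 lower), ABA 24 h (6796 higher, 5398 lower), CK 3 h (5970 higher, 4363 lower) and CK 24 h (5689 higher, 3000 lower). In the values that follow, ABA 24 h stands for the libraries labelled 0 h other than replicate 1. The sign changed for PheCAD1 (0.62 in NaCl 24 h, 0.29 in SA 3 h, 0.38 in SA 24 h, 0.84 in ABA 24 h, 0.44 in CK 3 h, 0.33 in CK 24 h), PheCAD2 (2.78 in PEG 3 h, 3.45 in PEG 24 h, 2.43 in NaCl 3 h, 2.00 in SA 3 h, 3.26 in SA 24 h, 3.06 in ABA 3 h, 4.07 in ABA 24 h, 2.17 in CK 3 h, 2.83 in CK 24 h), PheCAD3 (4.71 in PEG 24 h, 5.86 in ABA 3 h, 6.29 in ABA 24 h, 3.50 in CK 3 h, 2.26 in CK 24 h), PheCAD4 (-0.85 in PEG 24 h, -0.99 in SA 24 h, -0.74 in ABA 3 h, -1.24 in ABA 24 h, -0.50 in CK 3 h, -0.67 in CK 24 h), PheCAD8 (-0.11 in PEG 3 h, -0.61 in PEG 24 h, -0.76 in NaCl 3 h, -0.23 in SA 3 h, -1.16 in ABA 24 h, -0.074 in CK 24 h), PheCAD12 (0.40 in ABA 24 h), PheCAD13 (0.57 in ABA 24 h), PheCAD14 (0.75 in PEG 3 h, 0.10 in NaCl 3 h, 0.15 in SA 3 h, 1.08 in ABA 3 h, 1.92 in ABA 24 h). Newly past the threshold were PheCAD2 (4.26 in NaCl 24 h), PheCAD3 (6.83 in PEG 3 h), PheCAD4 (-2.13 in NaCl 3 h, -1.41 in SA 3 h), PheCAD8 (-1.77 in NaCl 24 h), PheCAD12 (1.03 in CK 24 h), PheCAD13 (1.03 in NaCl 24 h), PheCAD14 (1.80 in PEG 24 h, 2.37 in NaCl 24 h, 1.95 in SA 24 h), and the lignin genes as a set by camera (median 0.64 in PEG 3 h, median 0.71 in PEG 24 h, median 0.92 in NaCl 3 h, median 0.44 in SA 24 h, median 0.73 in ABA 3 h, median 0.56 in CK 24 h). No longer past it were PheCAD4 (0.11 in NaCl 24 h), PheCAD8 (0.42 in ABA 3 h, 0.74 in CK 3 h), PheCAD13 (-0.96 in SA 3 h), PheCAD14 (-0.60 in CK 3 h). The ratio of mean FPKM rose above 1 for PheCAD3 in ABA 24 h (97.1) and PEG 24 h (28.6) and for the lowest of the 24 h treatments of PheCAD14 (3.80), and for PheCAD5 it was at least 12.1 in PEG 24 h and at least 54.8 in ABA 24 h (10.4 and 55.3 with 0.1 FPKM for a control mean of 0). The median of the lignin genes went to 0.41 in SA 3 h, 0.63 in ABA 24 h and 0.42 in CK 3 h, also under fry. The sign changes follow from the exchanged control by construction in ABA 24 h; elsewhere the cause was not tested.

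Leaving out each library in turn gave 1411 to 3400 changed genes in PEG 24 h, the highest (1454 higher, 1946 lower) without 0 h replicate 1, and 6487 to 12194 in ABA 24 h, the highest (5398 higher, 6796 lower) also without it. The higher genes in ABA 24 h went from 2887 to 1863, 1895 and 1842 without 0 h replicate 2, 3 and 4, and the lower genes in PEG 24 h from 1238 to 792, 728 and 772 without PEG 24 h replicate 1, 2 and 3. PheCAD5 in CK 24 h went from -4.66 to -6.58 without CK 24 h replicate 1. For log2 fold changes with a change of sign or side, PheCAD6, PheCAD7 and PheCAD9 to PheCAD11 left aside for their few counts, the range was -0.084 to 0.19 for PheCAD1 in PEG 24 h, -0.22 to 0.050 for PheCAD1 in NaCl 24 h, -1.15 to -0.78 for PheCAD1 in ABA 3 h, -1.29 to -0.73 for PheCAD2 in PEG 3 h, -1.00 to -0.46 for PheCAD2 in ABA 3 h, -1.24 to -0.70 for PheCAD2 in CK 24 h, -1.58 to -0.95 for PheCAD3 in PEG 24 h, 1.14 to 1.77 for PheCAD3 in NaCl 3 h, -0.44 to 0.19 for PheCAD3 in ABA 3 h, -1.11 to -0.84 for PheCAD4 in NaCl 3 h, 0.66 to 1.39 for PheCAD5 in PEG 3 h, -2.19 to -1.38 for PheCAD5 in PEG 24 h, 0.88 to 1.56 for PheCAD5 in NaCl 3 h, 0.61 to 1.04 for PheCAD8 in PEG 3 h, -0.029 to 0.40 for PheCAD8 in NaCl 3 h, -1.04 to -0.62 for PheCAD8 in NaCl 24 h, -0.14 to 0.29 for PheCAD8 in SA 24 h, 0.73 to 1.16 for PheCAD8 in ABA 24 h, 0.66 to 1.08 for PheCAD8 in CK 24 h, -0.0097 to 0.24 for PheCAD12 in CK 3 h, -0.0030 to 0.17 for PheCAD13 in SA 24 h, -1.17 to -0.88 for PheCAD13 in CK 3 h, -1.18 to -0.70 for PheCAD14 in PEG 3 h, -0.12 to 0.32 for PheCAD14 in PEG 24 h and 0.77 to 1.21 for PheCAD14 in CK 24 h. The sign changed without 0 h replicate 1 for PheCAD1 in PEG 24 h, PheCAD8 in SA 24 h, PheCAD12 in CK 3 h, PheCAD13 in SA 24 h and PheCAD14 in PEG 24 h, without 0 h replicate 2 for PheCAD1 in NaCl 24 h and PheCAD3 in ABA 3 h, without 0 h replicate 3 for PheCAD1 in NaCl 24 h, PheCAD3 in ABA 3 h and PheCAD8 in NaCl 3 h, without 0 h replicate 4 for PheCAD1 in NaCl 24 h and PheCAD3 in ABA 3 h, without ABA 3 h replicate 2 for PheCAD3 in ABA 3 h, without ABA 3 h replicate 3 for PheCAD3 in ABA 3 h, without SA 24 h replicate 1 for PheCAD8 in SA 24 h, without SA 24 h replicate 3 for PheCAD8 in SA 24 h. Newly past the threshold were the following genes: without ABA 3 h replicate 1 for PheCAD1 in ABA 3 h (-1.07), without 0 h replicate 1 for PheCAD1 in ABA 3 h (-1.15), PheCAD2 in PEG 3 h (-1.29), PheCAD2 in ABA 3 h (-1.00), PheCAD2 in CK 24 h (-1.24), PheCAD3 in PEG 24 h (-1.58), PheCAD5 in PEG 24 h (-2.19), PheCAD8 in PEG 3 h (1.04), PheCAD8 in ABA 24 h (1.16), PheCAD8 in CK 24 h (1.08), PheCAD13 in CK 3 h (-1.08) and PheCAD14 in PEG 3 h (-1.18), without NaCl 3 h replicate 3 for PheCAD4 in NaCl 3 h (-1.11), without 0 h replicate 3 for PheCAD4 in NaCl 3 h (-1.00), PheCAD5 in PEG 3 h (1.35), PheCAD8 in NaCl 24 h (-1.04) and PheCAD13 in CK 3 h (-1.02), without 0 h replicate 4 for PheCAD4 in NaCl 3 h (-1.08) and PheCAD5 in PEG 3 h (1.30), without PEG 3 h replicate 3 for PheCAD5 in PEG 3 h (1.39), without CK 3 h replicate 2 for PheCAD13 in CK 3 h (-1.17), without PEG 3 h replicate 1 for PheCAD14 in PEG 3 h (-1.09). No longer past it were these: without NaCl 3 h replicate 1 for PheCAD3 in NaCl 3 h (1.44) and PheCAD5 in NaCl 3 h (0.99), without 0 h replicate 1 for PheCAD5 in NaCl 3 h (0.88) and PheCAD14 in CK 24 h (0.77), without 0 h replicate 2 for PheCAD5 in NaCl 3 h (1.19), without CK 24 h replicate 2 for PheCAD14 in CK 24 h (0.95). For the differences between time points the range was -0.12 to 0.22 for PheCAD2 in PEG, -0.012 to 0.11 for PheCAD12 in SA and -0.34 to 0.013 for PheCAD13 in ABA, with the sign changed for PheCAD2 without PEG 3 h replicate 2 or CK 24 h replicate 3, for PheCAD12 without any 1 library other than CK 24 h replicate 3, and for PheCAD13 without CK 24 h replicate 2. The median of the lignin genes ranged -0.25 to -0.045 in PEG 3 h, 0.022 to 0.22 in PEG 24 h, -0.15 to 0.16 in NaCl 3 h and -0.063 to 0.17 in SA 24 h. Without 0 h replicate 1 the direction of camera's test changed in these 4, and by its unadjusted p the set no longer passed in NaCl 24 h and newly passed in CK 3 h. It newly passed in PEG 24 h and CK 24 h without 0 h replicate 2, 3 or 4. Against CK it no longer passed in PEG 3 h without PEG 3 h replicate 2 and newly passed in NaCl 3 h without NaCl 3 h replicate 2. The cause was not tested.

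A 2-fold ratio of mean FPKM with no test gave numbers within 1.5 times those of edgeR in all 10 comparisons. The share of higher genes fell by over 10 percentage points in PEG 3 h (3610 higher, 7195 lower), PEG 24 h (652 higher, 1807 lower) and SA 3 h (4562 higher, 7477 lower). The higher genes were fewer in all comparisons but CK 3 h (3727 against 3538), and by over 1.5 times in PEG 3 h (3610 against 5490) and ABA 24 h (1910 against 2887). Of the PheCAD ratios and means, TMM CPM moved 1 and kept 22, a pseudocount of 0.1 FPKM moved 1 and kept 22, and 1 FPKM moved 3 and kept 20. For the lignin genes as a set, the direction under fry was opposite in SA 3 h against 0 h (median -0.18) and against CK (-0.19). On log2(FPKM + 1) the direction changed in PEG 24 h against CK (median -0.12) and SA 3 h against CK (-0.26), and on log2(FPKM + 0.1) in the same comparisons (-0.26 and -0.46). The cause was not tested. Replicate numbers do not pair the libraries: over 135 pairs of libraries with the same number from different groups the median r of the residuals was -0.0108, with 3 above 0.1, and over 270 other pairs it was 0.00303, with 9 above 0.1.

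Depth limits the genes with few counts. A count of 0 leaves up to 0.115 CPM open, so for PheCAD6, PheCAD7, PheCAD9 and PheCAD10 small changes are not detectable, and for PheCAD5 values relative to the libraries labelled ABA 24 h are bounds.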

Differences from the paper's values

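The settings with the libraries labelled ABA 24 h as the control, 0 h replicate 1 left out of the fit against CK, and each library left out with CK or the libraries labelled ABA 24 h as the control of a ratio, are tests chosen only after the result was seen; the other settings here were set before the data were examined. Of 29 values that the paper gives, 25 differ by the rule used here: by over 1.5 times and, except for PheCAD2, PheCAD3 and PheCAD5, also by more than the spread between replicates. A lower bound differs only where it exceeds the paper's value by over 1.5 times. Each value below is the ratio of mean FPKM to the control unless another measure is named. The 4 that do not differ are PheCAD12 in NaCl 3 h (3.89, paper 5.5), NaCl 24 h (2.33, paper 3.3) and SA 24 h (2.54, paper 3.6), and PheCAD13 in NaCl 24 h (1.42, paper 2). With the CK of the same time point as the control the 3 of PheCAD12 differ (3.27, 1.30 and 1.42) and PheCAD13 does not (2.21). Without 0 h replicate 1 all 4 differ (3.36, 2.01, 2.19 and 1.27), as do PheCAD12 in SA 24 h with TMM CPM (2.39) and PheCAD13 without NaCl 24 h replicate 1 (1.32).

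For PheCAD3 the paper's values are 274 in NaCl 24 h, 1069 in SA 24 h, 97 in ABA 24 h, 111 in PEG 3 h and 29 in PEG 24 h, and the values with the libraries labelled 0 h as the control are 3.75, 14.6, 0.0137, 1.53 and 0.392. These 5 differ also with either pseudocount, TMM CPM, the CK of the same time point as the control and each library left out.

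For PheCAD5 the paper's values are 100 in NaCl 3 h, 250 in SA 3 h, 226 in NaCl 24 h, 597 in SA 24 h, 70 in PEG 3 h, 74 in ABA 3 h, 10 in PEG 24 h and 55 in ABA 24 h. The values here are 2.48, 6.24, 5.44, 14.4, 1.68, 1.79, 0.251 and at most 0.0243, in that order. With the CK of the same time point as the control, NaCl 24 h (153), SA 24 h (403) and PEG 24 h (7.03) no longer differ, and the other 5 do. These 3 rest on few counts of CK 24 h and differ again when 1 library is left out: NaCl 24 h without CK 24 h replicate 1 (801), CK 24 h replicate 2 (116), CK 24 h replicate 3 (102) or NaCl 24 h replicate 1 (140.4), SA 24 h without CK 24 h replicate 1 (2115), CK 24 h replicate 2 (308), CK 24 h replicate 3 (269) or SA 24 h replicate 3 (375), and PEG 24 h without CK 24 h replicate 1 (36.9), CK 24 h replicate 2 (5.37), CK 24 h replicate 3 (4.69), PEG 24 h replicate 1 (5.23) or PEG 24 h replicate 2 (6.42). The other 5 differ with each library left out too. With 0 h as the control all 8 differ with either pseudocount, TMM CPM and each library left out.

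For PheCAD13 the paper's value is 0.4 in PEG 3 h and 2 in PEG 24 h, and the values here are 0.245 and 1.32. In PEG 3 h the difference is no longer there with a pseudocount of 1 FPKM (0.345), TMM CPM (0.303), the CK of the same time point (0.457) or without PEG 3 h replicate 1 (0.276). It stays with a pseudocount of 0.1 FPKM and with each other library left out. In PEG 24 h it is no longer there with TMM CPM (1.48), the CK of the same time point (2.05) or without PEG 24 h replicate 3 (1.46), 0 h replicate 2 (1.41) or 0 h replicate 4 (1.42). It stays with either pseudocount and with each other library left out. With the CK of the same time point as the control neither value differs with any 1 library left out.

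For PheCAD4 in PEG, NaCl and SA at 3 h the paper's values run from 0.1 to 0.3, and here from 0.330 to 0.708. The highest no longer differs with the CK of the same time point (0.415), also with each library left out. The lowest differs under every setting run with 0 h or CK as the control. For PheCAD14 at 24 h the paper's values run from 3.8 to 6 and here from 0.266 to 1.59. Both differ with either pseudocount, TMM CPM, the CK of the same time point and each library left out.

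In Figure 5, read by eye, the paper's mean FPKM at 0 h is about 12 for PheCAD1, about 3.3 for PheCAD2 and about 29 for PheCAD8. The means of the libraries labelled 0 h are 21.7, 52.1 and 18.1. For PheCAD1 the difference is no longer there without 0 h replicate 2 (20.6), 3 (20.2) or 4 (20.6), and for PheCAD8 without 0 h replicate 3 (19.4). It stays for PheCAD2 with each library left out. At ABA 24 h the paper's means in Figure 5, read by eye, are about 25 for PheCAD1, about 68 for PheCAD2 and about 16 for PheCAD8, and those of the libraries labelled ABA 24 h are 11.5, 3.28 and 28.7, which differ with each library left out as well.

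With the libraries labelled ABA 24 h as the control and the libraries labelled 0 h other than replicate 1 in the place of ABA 24 h, a setting chosen after seeing the values that drops 1 of the 37 items the paper calls (PheCAD13 in PEG 24 h), 28 of the 29 values do not differ. With each library of the 2 groups left out in turn from the 23 ratios, PheCAD5 differs in PEG 3 h without PEG 3 h replicate 3 (at least 110.3) and in PEG 24 h without PEG 24 h replicate 3 (at least 16.2), and the lowest of PheCAD4 does not differ without PEG 3 h replicate 3 (0.142). PheCAD3 is then at 274 in NaCl 24 h, 1069 in SA 24 h, 97.1 in ABA 24 h, 111 in PEG 3 h and 28.6 in PEG 24 h. PheCAD13 is at 0.401 in PEG 3 h and 2.17 in PEG 24 h, and PheCAD14 runs from 3.80 to 5.96. PheCAD4 runs from 0.173, which still differs, to 0.371. PheCAD5 is at least 101 in NaCl 3 h, 308 in SA 3 h, 242 in NaCl 24 h, 572 in SA 24 h, 87.7 in PEG 3 h, 77.9 in ABA 3 h, 12.1 in PEG 24 h and 54.8 in ABA 24 h. With 0.1 FPKM for the control mean of 0, also chosen after seeing the values and with the same calls, PheCAD5 is at 103, 259, 226, 597, 69.8, 74.4, 10.4 and 55.3 in the same order. The means of the control are 11.5 FPKM for PheCAD1, 3.28 for PheCAD2 and 28.7 for PheCAD8, and those in the place of ABA 24 h are 25.5, 68.1 and 15.9.

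The directions that the paper gives for single genes and treatments, and its ranges written out by treatment, were listed after the values were seen and make 37 items. Of these, 13 passed the threshold in the paper's direction with the libraries labelled 0 h as the control, 12 without 0 h replicate 1, 19 with the CK of the same time point and 36 with the libraries labelled ABA 24 h as the control. The CK of the same time point calls 9 that 0 h does not: PheCAD2 in NaCl 24 h, PheCAD3 in PEG 3 h, PEG 24 h and ABA 3 h, PheCAD5 in PEG 3 h and ABA 3 h, PheCAD4 in NaCl 3 h, and PheCAD13 in PEG 24 h and NaCl 24 h. PheCAD4 in NaCl 3 h also passes with the replicate number as a block or without NaCl 3 h replicate 3, 0 h replicate 3 or 0 h replicate 4, PheCAD4 in SA 3 h against CK without CK 3 h replicate 3 or SA 3 h replicate 3, PheCAD5 in PEG 3 h without PEG 3 h replicate 3, 0 h replicate 3 or 0 h replicate 4, and PheCAD5 in PEG 24 h against CK without CK 24 h replicate 1 or PEG 24 h replicate 3, with only the 2 groups compared or with DESeq2. PheCAD5 in PEG 24 h passes against CK also with 0 h replicate 1 left out of the fit, a setting chosen after seeing the values that drops 17 of the 37 items.

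The paper states that PheCAD2 rose after all treatments. Of the 8 treatments it passed as higher in 0 and as lower in 3 (edgeR; 0 higher also at an unadjusted p under 0.05 and with DESeq2), with ABA 24 h the lowest at -3.69 and NaCl 24 h the highest at 0.57. The paper states the same of PheCAD3 and PheCAD5. Each passed as higher in 4 and as lower in 1 of 8 (PheCAD5 as higher in 3 with DESeq2). For PheCAD3 the fall was in ABA 24 h (-5.88), and PEG 24 h was also below 0 h, at -1.17. The paper states that PheCAD5 was absent in the control. The libraries labelled 0 h held 0 counts in replicate 1 and 125 to 244 counts in the others. The paper states that PheCAD4 fell at 3 h in PEG, NaCl and SA. Of these 3, PEG passed (-1.32), and NaCl (-0.98) and SA (-0.26) did not. The paper states that PheCAD14 rose at 24 h in all treatments. Of the 4, none passed as higher (edgeR; 1 at an unadjusted p under 0.05, 0 with DESeq2), and ABA 24 h passed as lower, at -1.63. Against the libraries labelled ABA 24 h, PheCAD2, PheCAD3 and PheCAD5 passed as higher in all 8, PheCAD4 as lower in the 3 and PheCAD14 as higher in the 4.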

Other observations

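Both tests of an exchange of names, the tests of PheCAD1, PheCAD13 and PheCAD14, with their criteria, and the permutation tests of the share of PheCAD5 were chosen only after the result was seen, as was leaving out 0 h replicate 1 for the partners of PheCAD2 and any library for the lignin genes as a set.

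For PheCAD3, PheCAD12 and PheCAD13 the paper gives 11 ratios to its control. When the libraries labelled ABA 24 h were the control and those labelled 0 h, replicate 1 left out, stood in the place of ABA 24 h, 9 of the 11 lay within 5% of the paper's values. With the labelled ABA 24 h libraries alone as the control, 8 did. With any other label as the control at most 2 did (CK 24 h), 1 with ABA 3 h and 0 with 0 h or the rest. With 0 h replicate 1 pooled into the labelled ABA 24 h libraries, 1 did. The 2 ratios not met are those of PheCAD13 at 24 h, 2.17 and 2.33 against the paper's 2. The 11 ratios and the 5% were chosen after the values were seen. A candidate explanation is that the names 0 h and ABA 24 h are exchanged between the deposited labels and the paper, and the 9 of 11 are consistent with it. Other labels as the control are argued against by the same count. Which side holds the exchanged names was tested on the genes that ABA changed at 3 h relative to CK. If the libraries labelled 0 h were the ones treated with ABA, genes higher in ABA 3 h would be higher there than in the libraries labelled ABA 24 h, and genes lower in ABA 3 h would be lower. These sets held 4698 higher and 4965 lower genes, against 4417 and 4629 in the fit of all 34 libraries. The higher genes had a median log2 difference of 0.56 (labelled 0 h minus labelled ABA 24 h), with 62.3% of them higher. But the lower genes had 0.0040, near the median of all genes of 0.041, which is that of the fit without 0 h replicate 1. Genes higher relative to CK in PEG 24 h, NaCl 24 h and SA 24 h had medians of 1.49, 0.95 and 1.21, and the lower genes -0.39, -0.52 and -0.70. At 3 h the higher and lower genes had 0.25 and 0.028 in PEG, 0.70 and -0.61 in NaCl and 0.18 and -0.25 in SA, so such a shift is not particular to ABA. Across genes, the median rho of the libraries labelled 0 h other than replicate 1 was 0.928 to 0.931 with PEG 24 h, 0.838 to 0.846 with NaCl 24 h, 0.802 to 0.807 with CK 24 h, 0.787 to 0.793 with SA 24 h, 0.735 to 0.742 with CK 3 h and 0.737 to 0.741 with ABA 3 h. For the libraries labelled ABA 24 h it was 0.784 to 0.800, 0.603 to 0.622, 0.827 to 0.842, 0.582 to 0.613, 0.771 to 0.789 and 0.685 to 0.708 in the same order. No bar for these correlations was set beforehand. The libraries labelled ABA 24 h and 0 h replicate 1 lay together, at a rho of 0.964 to 0.982 with each other. The other libraries labelled 0 h had 0.987 to 0.988 among themselves. The labels name 4 libraries at 0 h and 3 in ABA 24 h. Exchanged labels would thus account for 0 h replicate 1 as well, while wrong names in the paper alone leave it unexplained. That rests on 1 library, and the lower genes of ABA 3 h did not shift, so the question stays open. Every value against 0 h, and every value of ABA 24 h, depends on it.

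In Figure 5 PheCAD1, PheCAD13 and PheCAD14 are higher at 24 h than in the control in all treatments. A change over 24 h without a stress treatment could give this, and CK 24 h was therefore compared with the libraries labelled ABA 24 h. For PheCAD14 CK 24 h exceeded them by 2.69 (standard error 0.22), more than the treatments, at 1.80 to 2.37, which is consistent with such a change. For PheCAD13 the value was -0.22 (standard error 0.18), and all 4 treatments were above CK 24 h by 0.78 to 1.25, with an adjusted p under 0.05 in edgeR, which argues against it. For PheCAD1 CK 24 h was at 0.33 (standard error 0.12). The libraries labelled 0 h other than replicate 1, which stand for ABA 24 h, were above CK 24 h by 0.51 (standard error 0.11, adjusted p = 2.88e-04, edgeR), which argues against it as the whole cause there. SA 24 h differed from CK 24 h by 0.049 (standard error 0.11, adjusted p = 0.753, edgeR), which is consistent with it. PEG 24 h was above CK 24 h by 0.43 (standard error 0.11, adjusted p = 0.00214, edgeR) and NaCl 24 h by 0.29 (standard error 0.11, adjusted p = 0.0234, edgeR), with 0 h replicate 1 left out of the fit. With it in the fit the adjusted p was 0.0574 and 0.158 (edgeR), so for these 2 a change without treatment and an effect of treatment cannot be told apart, since the fits differ. The comparison first set for this was with 0 h, where CK 24 h was at -0.33, -0.69 and 1.06 for PheCAD1, PheCAD13 and PheCAD14. The rule was changed after the values were seen, from adjusted p alone to adjusted p with 2-fold, which could not have excluded anything for PheCAD1, and then to adjusted p in both fits. All 3 results rest on the choice of control, which the question of the exchanged names leaves open.

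The genes of Table S3 other than PheCAD were tested as a set in 18 comparisons. With camera's preset correlation (limma), 3 had an adjusted p under 0.05: NaCl 24 h against 0 h, higher (median log2 fold change 0.43, adjusted p = 0.0462, limma), ABA 3 h against CK, higher (0.23, adjusted p = 0.0379, limma), and ABA 24 h against CK, lower (-0.56, adjusted p = 0.0236, limma). These 3 hold under fry, which calls 10 in all. Other settings gave fewer: 1 for genes with a mean of at least 1 FPKM, and 2 each on log2(FPKM + 1) and log2(FPKM + 0.1). The replicate number as a block gave 3. With an estimated correlation camera calls 0, and 0 at an unadjusted p under 0.05. The median, the mean and the test's direction differ in sign in PEG 3 h against 0 h (median -0.15, mean 0.31, higher), NaCl 3 h against 0 h (median -0.018, mean 0.36, higher) and SA 24 h against 0 h (median -0.018, mean 0.24, higher). Of these genes, 14 were higher and 6 lower past the threshold in CK 24 h against 0 h. The largest rises were PH02Gene38832 (C4H), at 4.04 (standard error 0.80, adjusted p = 1.83e-04, edgeR; 3.60 to 5.74 with each library left out), and PH02Gene27014 (PAL), at 3.15 (standard error 0.70, adjusted p = 8.97e-04, edgeR; 2.70 to 3.99 with each library left out). Both had at most 13 counts in the libraries labelled 0 h. The largest falls were PH02Gene21400 (F5H), at -3.03 (standard error 0.50, adjusted p = 3.11e-05, edgeR; -3.42 to -2.84 with each library left out), and PH02Gene31245 (CCoAOMT), at -2.67 (standard error 0.54, adjusted p = 3.44e-04, edgeR; -3.06 to -2.45 with each library left out). These falls turn into rises of 1.74 and 2.10 with the libraries labelled ABA 24 h as the control.

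Table S4 lists partners of PheCAD2 from other samples. Over the 11 conditions, 5 of the 22 partners (22.7%) and 12 of the 123 other genes of Table S3 (9.76%) had an r above 0.7 with PheCAD2 (Fisher's exact test, two-sided, p = 0.140). Whether the co-expression also holds over the stress conditions therefore cannot be told apart from chance at these numbers. Partners of negative correlation may lower the share of the partners, and genes are not independent replicates. The exact p was 0.0333 on log2(FPKM + 1), 0.0150 over all 34 libraries, 0.296 for treatment means divided by CK and 0.227 for genes with a mean of at least 1 FPKM. It was 0.0150 without 0 h replicate 1, 0.0150 without CK 24 h replicate 3 and 0.0248 without NaCl 24 h replicate 1, and 0.140 to 0.193 without any other library.

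PheCAD3 and PheCAD5 have neighbouring identifiers and rose together, so reads of PheCAD3 could have been counted on PheCAD5. If that alone made the counts of PheCAD5, its share of the counts of both genes would be one and the same in all libraries. By condition the share ran from 0%, in the libraries labelled ABA 24 h (95% binomial interval to 0.916%), to 2.91% (2.70% to 3.12%) in ABA 3 h, and by library to 3.95%, or 6.45% by FPKM. Libraries of one condition differ as well, from 1.14% to 3.95% in ABA 3 h. A chi-square of 1 common share was 1416 with 33 degrees of freedom, and the highest of 10000 resamples was 75.1. This argues against 1 share in all libraries. It does not say whether the share differs with the condition or only from library to library. The conditions were therefore compared against the spread between libraries, on 3 scales and in 6 sets of libraries, by F tests with 10000 permutations. The permutation p was 0.00210 over all 34 libraries, 0.0122 over the 30 with a sum of at least 650 counts and 0.0655 over the 24 with at least 3752, all in percent. The highest permutation p of the 18 tests was 0.282. The permutation p thus rose as the libraries with the fewest counts of both genes were left out. That also left fewer libraries and conditions to compare, so the reason for the rise is open. Reads of PheCAD3 counted at 1 fixed share are thus argued against as the only source. Reads of PheCAD3 at a share that differs between libraries and counts of its own for PheCAD5 cannot be told apart.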
